# Salt stress and senescence: identification of cross-talk regulatory components

**DOI:** 10.1093/jxb/eru173

**Published:** 2014-05-06

**Authors:** Annapurna Devi Allu, Aleksandra Maria Soja, Anhui Wu, Jedrzej Szymanski, Salma Balazadeh

**Keywords:** *Arabidopsis*, hydrogen peroxide, longevity, reactive oxygen species, salt stress, senescence, signal cross-talk, transcription factor.

## Abstract

Leaf senescence is an active process with a pivotal impact on plant productivity. It results from extensive signalling cross-talk coordinating environmental factors with intrinsic age-related mechanisms. Although many studies have shown that leaf senescence is affected by a range of external parameters, knowledge about the regulatory systems that govern the interplay between developmental programmes and environmental stress is still vague. Salinity is one of the most important environmental stresses that promote leaf senescence and thus affect crop yield. Improving salt tolerance by avoiding or delaying senescence under stress will therefore play an important role in maintaining high agricultural productivity. Experimental evidence suggests that hydrogen peroxide (H_2_O_2_) functions as a common signalling molecule in both developmental and salt-induced leaf senescence. In this study, microarray-based gene expression profiling on *Arabidopsis thaliana* plants subjected to long-term salinity stress to induce leaf senescence was performed, together with co-expression network analysis for H_2_O_2_-responsive genes that are mutually up-regulated by salt induced- and developmental leaf senescence. Promoter analysis of tightly co-expressed genes led to the identification of seven *cis*-regulatory motifs, three of which were known previously, namely CACGTGT and AAGTCAA, which are associated with reactive oxygen species (ROS)-responsive genes, and CCGCGT, described as a stress-responsive regulatory motif, while the others, namely ACGCGGT, AGCMGNC, GMCACGT, and TCSTYGACG were not characterized previously. These motifs are proposed to be novel elements involved in the H_2_O_2_-mediated control of gene expression during salinity stress-triggered and developmental senescence, acting through upstream transcription factors that bind to these sites.

## Summary

Long-term salinity stress induces senescence, probably through an involvement of hydrogen peroxide (H_2_O_2_)-mediated signalling. This study identifies candidate H_2_O_2_-responsive *cis*-regulatory elements governing gene expression during salinity stress-triggered and developmental senescence.

## Introduction

During the course of senescence, nutrients accumulated in the growing and maturing leaves are exported to actively growing organs such as young leaves, developing fruits, or flowers and storage organs. This mobilization is continued until most of the nutrients are removed from the senescing leaves (Hörtensteiner and Feller, 2002). Therefore, leaf senescence is a critical developmental process for plant fitness. Global transcriptome studies of senescent *Arabidopsis thaliana* leaves indicated that differential gene expression plays an important role in the regulation of this process (Buchanan-Wollaston *et al.*, 2005; van der Graaff *et al*., 2006). Identifying and understanding the functions of the genes that initiate and carry out senescence are essential to manipulate senescence for economic purposes (e.g. to increase biomass and crop yield, and modify production traits).

Developmental senescence is a highly regulated genetically controlled degenerative process. As senescence can normally not be induced easily in young leaves of *Arabidopsis*, it was proposed that age-related changes (ARCs) are needed to allow the execution of senescence at a later developmental stage of a leaf (Jibran *et al.*, 2013). Although the molecular or cellular nature of age-related factors that manifest ARCs are not well defined at present, the termination of cell division or the end of leaf cell expansion may represent such factors (discussed in Jibran *et al.*, 2013). Also, ARCs occurring at the level of various phytohormones (i.e. ethylene, cytokinins, jasmonic acid, and salicylic acid), metabolites (such as sugars), and active forms of oxygen [reactive oxygen species (ROS)] may contribute to establish a senescence-competent status of the leaf (Guo and Gan, 2005).

Of the various possible inducers of the senescence programme, ROS have attracted a lot of attention during the past few years. In addition to their harmful effect on cellular components, ROS are now recognized as an essential component of many developmental and physiological processes including flowering, senescence, and root development (Mittler *et al.*, 2004; Zimmermann and Zentgraf, 2005; Zimmermann *et al.*, 2006; Tsukagoshi *et al.*, 2010). As by-products of aerobic metabolism, ROS are continuously produced in different cellular compartments and their endogenous levels are controlled in a finely tuned manner by a series of enzymatic and non-enzymatic antioxidants. It is becoming increasingly evident that the loss of certain antioxidant activities and the subsequent accumulation of ROS [superoxide, singlet oxygen, hydroxyl radical, and hydrogen peroxide (H_2_O_2_)] with age are signals for the initiation of leaf senescence (Leshem, 1988; Navabpour *et al.*, 2003; Mittler *et al.*, 2004; Zimmermann and Zentgraf, 2005). However, currently their specific roles in the regulation of the senescence process are far from being understood. Transcript profiling experiments revealed massive changes in gene expression in response to various ROS-generating conditions, including to H_2_O_2_ treatment itself (Vandenabeele *et al.*, 2003; Vanderauwera *et al.*, 2005; Balazadeh *et al.*, 2012). This includes expression changes of a large number of senescence-associated transcription factors, further supporting the involvement of ROS in the genetically controlled process of ageing.

Although leaf senescence is largely governed by a genetic programme, abiotic stresses including nutrient (e.g. nitrogen) deprivation, extended darkness, drought, cold, high temperature, salt stress, or wounding are well known to affect the initiation and progression of senescence (Whitehead *et al.*, 1984; Becker and Apel, 1993; Lutts *et al.*, 1996; Yoshida, 2003; Munné-Bosch and Alegre, 2004; Buchanan-Wollaston *et al.*, 2005; Munns, 2005; Parlitz *et al.*, 2011). Under natural conditions, plants are continuously exposed to multiple stresses, and as non-motile organisms they must adjust their physiology to an ever-changing surrounding environment for survival. An example for such an adjustment is the acceleration of vegetative growth, combined with the promotion of leaf senescence, to enter rapidly into the reproductive phase and reach the next generation. Such stress-modulated developmental changes require a sophisticated integration of regulatory networks of abiotic stress responses with the developmental senescence programme.

Data from large-scale expression profiling experiments obtained from plants undergoing developmental or abiotic stress-induced senescence (Buchanan-Wollaston *et al.*, 2005; van der Graaff *et al*., 2006; Parlitz *et al.*, 2011) indicate an overlap in the expression changes and suggest the existence of signalling cross-talk linking the different types of senescence. In addition, various late-flowering and/or stay-green mutants in *Arabidopsis* such as *gigantea* (*gi*), *oresara1* (*ore1*), *ore3*, and *ore9* indicate a possible link between longevity and stress tolerance (Koornneef *et al.*, 1991; Oh *et al.*, 1997; Kurepa *et al.*, 1998; Park *et al.*, 1999; Woo *et al.*, 2004). In *Arabidopsis*, the *anac092-1* stay-green mutant retained chlorophyll at a higher level than the wild type when salt stressed for several days (150mM NaCl), indicating a role for the NAC transcription factor ANAC092/ORE1 not only in developmental senescence (Kim *et al.*, 2009), but also in the regulation of salt-promoted senescence (Balazadeh *et al.*, 2010). Overexpression of *JUB1*, a further member of the NAC transcription factor gene family, in transgenic *Arabidopsis* extends plant longevity and confers abiotic stress tolerance through a tight regulation of the cellular H_2_O_2_ level (Wu *et al.*, 2012). OsTZF1, a member of the CCCH-type zinc-finger gene family in rice (*Oryza sativa*), is a negative regulator of developmental and abiotic stress-induced senescence. Transgenic plants overexpressing *OsTZF1* exhibit delayed senescence under various abiotic stress conditions including high salinity, darkness, and dehydration, indicating that both tolerance to oxidative stress and retarded senescence are based on the same cellular factor(s) (Jan *et al.*, 2013). These and other reports support the model that stress-induced and senescence regulatory pathways share common elements.

Salinity stress is a major abiotic stress limiting plant growth and productivity worldwide. By triggering a wide range of cellular events, salinity, like other abiotic stresses, superimposes its downstream effects on the existing developmental signalling processes. This leads to the activation of whole-plant responses, such as growth reduction, changes in biomass allocation, leaf senescence, and death of plants (Volkmar *et al.*, 1998; Munns, 2002; Pic *et al.*, 2002; Munné-Bosch and Alegre, 2004). It has been proposed that many salt stress-triggered processes, such as a decline in photosynthetic activity or an increase in membrane damage, reflect a hastening of the naturally occurring senescence process (Dwidedi *et al.*, 1979; Dhindsa *et al.*, 1981). In sweet potato, treatment of detached mature leaves with NaCl (140mM and 210mM) accelerated leaf senescence in a dose-dependent manner on days 6 and 9 after treatment. The early leaf senescence induced by salt was accompanied by a decrease in chlorophyll content, reduction of photosynthetic efficiency (*F*_v_/*F*_m_), and an elevation of H_2_O_2_ level (Chen *et al.*, 2012). The fact that ROS, especially H_2_O_2_, accumulate during both salinity stress (Gomez *et al.*, 2004; Rubio *et al.*, 2009; Hanqing *et al.*, 2010; Chen *et al.*, 2012) and developmental senescence (Zimmermann and Zentgraf, 2005; Bieker *et al.*, 2012) suggests the existence of ROS-mediated cross-talk between the two processes.

Although salinity triggers leaf senescence in different plant species, the regulatory mechanisms integrating salt stress signalling with senescence are incompletely known at present. With respect to agriculture, however, a better understanding of such processes is expected to aid in the breeding of crops with improved salt tolerance by avoiding or delaying senescence during salinity stress. Although in *Arabidopsis* various transcriptome studies were performed in the past to characterize the global expressional responses to salt stress (Kreps *et al*., 2002; Seki *et al.*, 2002; Taji *et al.*, 2004; Gong *et al.*, 2005; Matsui *et al.*, 2008; Zeller *et al.*, 2009), little attention has so far been paid to studying the regulation of gene expression during senescence in salt-stressed plants. Here, the transcriptomes of *Arabidopsis* leaves during salt-induced senescence were therefore analysed and compared with transcriptomes from leaves during developmental senescence (Buchanan-Wollaston *et al.*, 2005; Balazadeh *et al.*, 2008; Breeze *et al.*, 2011) and plants subjected to H_2_O_2_ treatment. By integrating co-expression data with promoter analyses, candidate *cis*-regulatory elements (CREs) governing gene expression under the three conditions examined could be identified. The results thus provide novel information relevant for studies on the transcriptional programmes that control H_2_O_2_-mediated salt-induced senescence and shed light on the complex signal transduction pathways that regulate leaf senescence under salt stress.

## Materials and methods

### General

Standard molecular techniques were performed as described (Sambrook and Russell, 2001). Oligonucleotides were obtained from Eurofins MWG Operon (Ebersberg, Germany). The Arabidopsis Hormone Database (http://ahd.cbi.pku.edu.cn/) and the Arabidopsis eFP Browser (http://bar.utoronto.ca/efp/cgi-bin/efpWeb.cgi) were used for expression analyses.

### Plant material and stress treatments

*Arabidopsis thaliana* (L.) Heynh. (Col-0 ecotype) was germinated and grown on 0.5× Murashige and Skoog (MS) agar medium containing 1% sucrose. The plants were grown in a growth chamber at 22 °C under a 16h day (140 μmol m^–2^ s^–1^)/8h night regime. For H_2_O_2_ treatment, 2-week-old seedlings were removed from agar and transferred to flasks containing liquid MS medium (1% sucrose) and subjected to 10mM H_2_O_2_ for the indicated times.

For salinity stress treatment, *Arabidopsis* seeds were surface sterilized. Plants were grown in a hydroponic system in a climate chamber at an 8h light (150 μmol m^–2^ s^–1^ 20 °C, 60% relative humidity)/16h dark (16 °C, 75% relative humidity) cycle; the light period stared at 06:00h. Seeds were sown on glass wool placed on a plastic tray having small holes in its bottom, which allows the contact of the glass wool and later the roots with the liquid medium in a plastic box placed below. The medium used was essentially as described by Loque *et al.* (2003). Six plants were grown in each hydroponic box and the growth medium was replaced with fresh, autoclaved solution every seventh day to limit the growth of microorganisms and supply enough nutrients for normal plant growth. Stress treatments were initiated at 10:00h by adding NaCl (final concentration: 150mM) to the liquid medium, and medium without NaCl served as control. Leaves (entire shoots) of treated and control plants were frozen in liquid nitrogen and used for expression profiling. The experiment was performed in three independent biological replications.

### Fluorescence measurement using pulse amplitude modulation (PAM)

Maximal photosynthetic efficiency of photosystem II (PSII; *F*_v_/*F*_m_) was measured using a PAM 2000 fluorometer (Heinz Walz, Effeltrich, Germany). Rosette leaves were dark-adapted for 5min and *F*_v_/*F*_m_ was measured at 20 °C. The 5min dark treatment resulted in the complete oxidation of Q_A_.

### Measurement of chlorophyll content

Chlorophyll content was determined using a SPAD analyser (N-tester, Hydro Agri Immingham, UK).

### Expression analysis by qRT-PCR

Total RNA extraction, cDNA synthesis, and quantitative real-time PCR (qRT-PCR) were carried out as described (Caldana *et al.*, 2007; Balazadeh *et al.*, 2008). *ACTIN2* (*At3g18780*) served as reference gene in all qRT-PCR experiments. *ACTIN2* primers were Actin2-fwd (5′-TCCCTCAGCACATTCCAGCAGAT-3′) and Actin2-rev (5′-AACGATTCCTGGACCTGCCTCATC-3′). *SAG12* and *WRKY53* primer sequences were as follows: SAG12-fwd, 5′-ACAAAGGCGAAGACGCTACTTG-3′ and SAG12-rev, 5′-ACC GGGACATCCTCATAACCTG-3′; WRKY53-fwd, 5′-ATCCC GGCAGTGTTCCAGAATC-3′ and WRKY53-rev, 5′-AGAACC TCCTCCATCGGCAAAC-3′.

### Microarray hybridizations

Affymetrix ATH1 hybridizations were performed by Atlas Biolabs (http://www.atlas-biolabs.com/). Expression data were analysed using Bioconductor (Gentleman *et al.*, 2004). Data quality was evaluated by affy and affyPL packages. Data were normalized with robust multiarray averaging (Irizarry *et al.*, 2003). Statistical testing for differential expression was performed using the Limma Bioconductor package

Expression data were submitted to the NCBI Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE53308.

### Response classification

Response classification was based on gene differential expression (2-fold expression difference as cut-off) upon H_2_O_2_ (1h and/or 5h 10mM H_2_O_2_) treatment or long-term NaCl treatment (4 d, 150mM NaCl). Developmental senescence-up-regulated genes (SAGs) were extracted from Buchanan-Wollaston *et al.* (2005), Balazadeh *et al.* (2008), and Breeze *et al.* (2011), and developmental senescence-down-regulated genes (SDGs) were extracted from Buchanan-Wollaston *et al.* (2005) and Breeze *et al.* (2011). Up- or down-regulated genes or those exhibiting no response were attributed as having a value of 1, –1, or 0, respectively. In this way, each gene was categorized into one of 26 clusters, each representing one of 26 possible patterns of expression in the three listed conditions.

### Co-expression analysis

Time series data were obtained from NASC (experiments 143 and 140 from the AtGenExpress consortium for oxidative stress and salt stress responses, respectively) and Breeze *et al.* (2011) (developmental senescence). The significance of the differential gene expression in the time series experiments was estimated using paired *t*-test between treatment and the corresponding control. Data sets of 350 genes (cluster 26) identified as robustly up-regulated in all three conditions were extracted. The time series data were Z-transformed independently, centring expression of each gene to 0 and normalizing its standard deviation to 1. Subsequently, three correlation matrices were obtained, one for each data set. Each correlation matrix was transformed into a binary adjacency matrix, using the chosen significance cut-off, and represented as a network. Finally, the intersection of these three networks was obtained, representing the gene co-expression structure conserved across all three experimental conditions. In the intersection network, communities were identified using the greedy search algorithm (Clauset *et al.*, 2004). The robustness of the community search was checked for correlation thresholds 0.1–0.9, and the seven regulatory modules presented herein are stable between the thresholds 0.4 and 0.65. The value applied here (i.e. 0.6) represents a compromise between correlation significance and the size of identified communities.

### *Cis*-regulatory elements analysis

In the approach used here motifs of length 6–12 nucleotides were looked for in the 500bp upstream regions (obtained from http://arabidopsis.org/tools/bulk/sequences/index.jsp). To detect motifs, the ZOOPS model (Bailey and Elkan, 1995) was used, which considers that the motif occurrence can be zero or one in a sequence. The maximum number of sites to find was set to 10. To verify if the identified motifs are previously characterized *Arabidopsis* CREs, the TOMTOM tool (Motif Comparison Tool) was used. TOMTOM searches motif–motif databases and measures statistical similarity between motifs (Gupta *et al.*, 2007). Finally, PatMatch (Yan *et al.*, 2005) (http://www.arabidopsis.org/cgi-bin/patmatch/nph-patmatch.pl) was used to find all genes in the *Arabidopsis* genome containing the given motif in their promoter sequence.

### Function enrichment analysis

agriGO (http://bioinfo.cau.edu.cn/agriGO/index.php) was employed to extract function annotations for genes harbouring a given motif in their promoter sequence. In the present analysis the tool SEA (singular enrichment analysis) was used. SEA determines gene ontology (GO) term enrichment in one group of genes by comparing it with a reference group of genes (Du *et al.*, 2010). As a background, *Arabidopsis* gene models from TAIR9 were used.

## Results

### Salinity induces leaf senescence in plants subjected to long-term moderate stress

In order to study the molecular mechanism of salt-induced senescence and its potential cross-talk with developmental senescence, an experimental condition was first set up under which salinity stress induces characteristics of developmental senescence. To this end, *Arabidopsis* plants were grown hydroponically, allowing sampling of shoots and roots separately. Twenty-eight-day-old *Arabidopsis* plants were salinity stressed by treatment of roots with NaCl (150mM) for 6h and 4 d, respectively (see the Materials and methods). The 6h salt stress did not induce leaf senescence; no change in chlorophyll content and no visible yellowing occurred. Likewise, expression of *SAG12* and *WRKY53* (known senescence marker genes; Noh and Amasino, 1999; Zentgraf *et al.*, 2010) was unaffected in leaves upon short-term salt stress (Fig. 1). In contrast, long-term salt stress (4 d) was accompanied by a reduction in photosynthetic efficiency of PSII and chlorophyll level. The *F*_v_/*F*_m_ ratio and chlorophyll content declined by ~10% and ~20%, respectively, after 4 d of stress, and expression of *SAG12* and *WRKY53* was induced (Fig. 1). These results indicate that leaf senescence in *Arabidopsis* is triggered by salt treatment after 4 d under the experimental conditions used here. Next, the expression level of 179 ROS-responsive genes was tested using a previously established qRT-PCR platform (Wu *et al.*, 2012). Expression profiling was performed in three biological replicates. Considering a 2-fold expression difference as cut-off, a total of 23 and 138 ROS-responsive genes were up-regulated after 6h and 4 d of NaCl treatment, respectively (Fig. 1f; Supplementary Table S1 available at *JXB* online), indicating an increased accumulation of ROS after long-term salt stress.

**Fig. 1.**
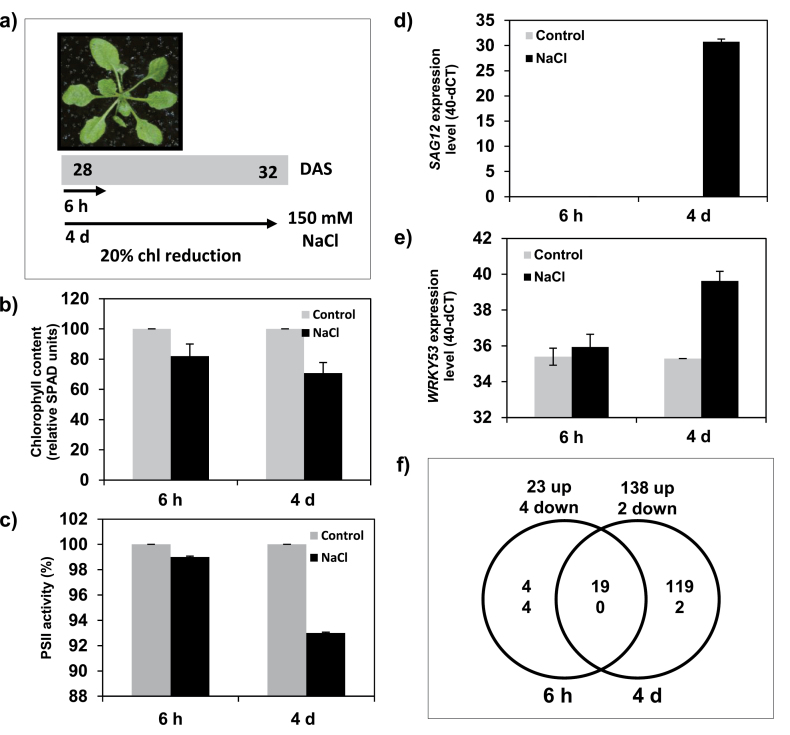
Molecular and physiological analysis of salt-treated plants. (a) Design of the experiment and plant stage selected for salt stress (150mM NaCl) treatment (28 d after sowing, DAS). Samples were collected 6h after the onset of the stress (short-term salinity stress). The later time point (4 d after start of salinity stress) was selected based on the percentage reduction of relative leaf chlorophyll (chl) content. (b) Leaf chlorophyll content. (c) Photochemical efficiency of PSII (*F*_v_/*F*_m_). The values in (b) and (c) represent means of data obtained for 13 plants at each data point ±SD. (d) Quantitative RT-PCR analysis of *SAG12* and (e) *WRKY53* expression under control (grey column) and salt stress (black column) conditions at two examined time points. Data are means of three independent experiments ±SD. (f) Venn diagram showing an overview of changes in gene expression (>2-fold) of ROS-responsive genes in 6h and 4 d NaCl-treated samples and their shared responses. The numbers in the Venn diagram indicate the number of genes (upper values indicate the number of up-regulated genes, and lower values indicate the number of down-regulated genes).

### Comparison of developmental and salt-triggered senescence transcriptomes

In order to identify possible cross-talk components shared between developmental and salt-triggered senescence, the expression profile of *Arabidopsis* leaves was first obtained under the condition of salt-induced senescence (4 d) and then it was compared with the transcriptome of developmental leaf senescence. 

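The salt-induced senescence samples were shoots of hydroponically grown Col-0 plants, hybridized to ATH1 arrays with 1 sample per array. There were 3 arrays from control plants and 3 from plants treated with 150 mM NaCl for 4 d, which the paper describes as independent biological replications. The paper describes the harvested material as leaves or entire shoots, and the sample labels as whole rosettes. Treatment began 28 d after sowing in the paper, which places the harvest at 32 d, whereas the labels give an age of 28 d. The authors made the values by robust multiarray averaging (RMA) of the probe intensities, and the deposited values are log2 expression per probe set. The labels also name GCRMA without saying what it was used for. No further normalization was applied here.

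Of 22746 probe sets that are not control probe sets, 13513 had 1 gene in the platform annotation, 503 had several genes and were not named, and 921 were named only through Table S4. Table S4 lists genes that responded to H2O2 in another experiment, and 1995 of its 2228 rows were available, so the named genes lean towards H2O2-responsive genes. No gene was available for the other 7809 probe sets, and SAG12, LTI65 and LTI78 are among the genes for which no named probe set was found. Where several probe sets named 1 gene, the probe set with the highest mean was used, which gave 14276 genes. Salt and control were compared with limma, without pairing the arrays, and p-values were adjusted by the Benjamini-Hochberg method. Genes are said to have risen or fallen where the adjusted p was under 0.05. Gene lists were compared with all other genes by camera with a preset correlation of 0.01. They were fixed before the data were examined but after the fold changes of Table S2 had been read. Table S2 comes from these same arrays, so the choice of lists was not blind to them. With a correlation estimated for each list instead, the lowest adjusted p of any list was 0.175, and none of the 21 lists called with the preset correlation passed. The number of arrays limits the precision, and an exact two-sided permutation test of 3 arrays against 3 cannot give a p below 0.1.

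The arrays also differed in signals of RNA composition. The 25S ribosomal RNA probe set had a log2 value of 7.40 ± 0.38 (SD, n = 3) in control samples and 9.59 ± 0.60 (SD, n = 3) in salt samples, whereas 5S ribosomal RNA had 6.50 ± 0.55 (SD, n = 3) in control and 5.68 ± 0.90 (SD, n = 3) in salt samples, with overlapping groups. The difference between the 3′ and 5′ probe sets of actin was 3.19 ± 0.069 (SD, n = 3) in control and 3.50 ± 0.15 (SD, n = 3) in salt samples. For GAPDH the same difference was 0.43 ± 0.032 (SD, n = 3) in control and 0.24 ± 0.16 (SD, n = 3) in salt samples. Across probe sets, which are not independent replicates, salt replicate 1 correlated with the other salt arrays at 0.983 and 0.980, those correlated with each other at 0.988, and control arrays correlated at 0.993 to 0.997.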

Genes undergoing expression changes during developmental senescence were previously reported (e.g. Buchanan-Wollaston *et al.*, 2005; Balazadeh *et al.*, 2008; Breeze *et al.*, 2011); using the reported transcriptome data, a list of 3705 developmental senescence-up-regulated and 2619 down-regulated genes was compiled, which was used here for comparison. The analysis revealed genes that are unique to either developmental or salt stress-induced senescence, and those that are shared among the two types of senescence (Fig. 2a; Supplementary Tables S2, S3 at *JXB* online). In total, 1602 genes were differentially expressed after 4 d of NaCl treatment, compared with non-stressed control plants, of which 1051 were up- and 551 were down-regulated (Supplementary Table S2). 

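After 4 d of NaCl treatment, 759 of 14276 genes were at least 2-fold higher and 383 at least 2-fold lower in the mean of 3 arrays than in control plants. These counts cover named genes alone, and only 1087 of the paper's 1602 genes had a named probe set. Over all 22746 probe sets, named or not, 1110 were at least 2-fold higher and 624 at least 2-fold lower. By limma, 1629 genes rose and 1750 fell, and 1055 genes both passed this test and differed at least 2-fold. DIN2, which encodes a beta-glucosidase induced in darkness, went from a log2 value of 5.35 ± 0.73 (SD, n = 3) to 11.25 ± 0.34 (SD, n = 3), a log2 fold change of 5.90 (SE 0.36, adjusted p = 2.8e-04 from limma). AT3G02480, a gene of the late embryogenesis abundant family, rose by 5.88 (SE 0.32, adjusted p = 2.0e-04 from limma). Next came AT1G09500 with 5.56, AT1G05340 with 4.91 and AT1G10585 with 4.85. UGT74E2, which encodes a glycosyltransferase that acts on an auxin, rose by 4.76, the polygalacturonase gene ADPG1 by 4.69 and the nitrate transporter gene NRT1.8 by 4.65. Rises of 4.52 and 4.47 were found for CYP81D8, a cytochrome P450 gene, and ELI3-2. Control means of DIN2 (5.35), AT3G02480 (4.78), AT1G09500 (5.30), AT1G10585 (4.54) and ADPG1 (3.75) lie below the 30th percentile of mean signal (5.45), so the sizes and ranks of these rises are less certain.

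Among the genes that fell, AT3G16670 had the largest change, with a log2 fold change of -3.49 (SE 0.17, adjusted p = 1.9e-04 from limma). It was followed by AT1G73600 with -3.38, AT3G05730 with -2.86, AT5G12050 with -2.70, AT1G13650 with -2.62, AT1G66100 with -2.56 and AT3G15650 with -2.42. MSRB6, a methionine sulfoxide reductase gene, had -2.36, GC1, a gene expressed in guard cells, -2.34, and matK, which lies in the chloroplast genome, -2.31. Groups of arrays did not overlap for 3378 of the 3379 genes that passed, which passing the test largely implies, and for 42.7% of all genes. Random grouping gives 10% on average, but genes share the same arrays, so this is no test against chance. Without control replicate 1 the test called 837 genes higher and 500 lower, without control replicate 2 it called 845 and 492, without control replicate 3 it called 917 lower, and without salt replicate 1 the count of genes at least 2-fold lower was 215. AT3G05730, AT1G66100, AT1G13650 and matK did not pass without control replicate 2 (adjusted p up to 0.13), nor did AT3G05730, AT1G66100 and matK without control replicate 1, AT3G05730 and matK without control replicate 3, or matK without salt replicate 1 or 2. With the replicate number as a block, matK did not pass either. AT3G05730 had -1.79 without salt replicate 1, and neither AT3G05730 nor matK passed with eBayes trend and robust estimation or without both control replicate 3 and salt replicate 2. An unmoderated test called 581 genes higher and 333 lower, among them neither NRT1.8, CYP81D8, AT1G73600, AT3G15650 and MSRB6 nor the genes just named, and with the annotation names alone 497 genes were at least 2-fold higher.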

The majority of the responding genes, namely 797 of the 1051 salinity-up-regulated genes (~76%) and 380 of the 551 down-regulated genes (~69%), are known developmental senescence-up- and down-regulated genes, respectively (χ^2^ test *P*-value <2.2e-16; Fig. 2a; Supplementary Table S3). Such an extensive overlap between the two types of transcriptomes (1177 genes in total) further supports the conclusion that long-term salt treatment of hydroponically grown plants induces a condition similar to that of developmental senescence.

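Genes of a list of senescence regulators and markers were higher in salt-treated plants. Of 22 measured members 20 rose and none fell (20 higher when adjusted over the list alone), with a median log2 fold change of 2.02. Beside DIN2, the largest rises were those of SRG1, a senescence-related gene, with a log2 fold change of 4.12 (SE 0.14, adjusted p = 4.0e-05 from limma), and ANAC055. SEN1, with 0.87 (SE 0.56, adjusted p = 0.31 from limma, 0.175 to 1.285 with 1 array left out), and SAG101, with -0.01 (SE 0.18, adjusted p = 0.975 from limma), did not pass and are named after their values were seen. Camera gave an adjusted p of 4.4e-15 for the list, and the adjusted p = 0.175 with an estimated correlation. Of the 22 genes, 17 were named only through Table S4.

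The NAC transcription factor genes that the paper names and that could be measured all rose. Each of these NAC genes was named only through Table S4, the list of genes that responded to H2O2 in another experiment. ANAC055 went from 5.89 ± 0.072 (SD, n = 3) to 9.67 ± 0.81 (SD, n = 3), a log2 fold change of 3.78 (SE 0.36, adjusted p = 0.0011 from limma). ANAC092, also called ORE1, a positive regulator of leaf senescence, rose by 2.73 (SE 0.24, adjusted p = 7.9e-04 from limma). ANAC072 (RD26) rose by 2.37 (SE 0.28), ANAC042 (JUB1), a negative regulator of senescence, by 1.85 (SE 0.31), ANAC029 (AtNAP) by 1.28 (SE 0.19) and ANAC062 by 1.17 (SE 0.14). WRKY53, another regulator of leaf senescence, rose by 1.38 (SE 0.32, adjusted p = 0.022 from limma). Of 13 genes that the paper names, 12 rose (12 higher when adjusted over the list alone), with camera's adjusted p at 1.2e-09 and the adjusted p = 0.175 with an estimated correlation. Since the study chose several of these genes on these samples, their direction is not independent evidence. Only GIGANTEA (GI) did not pass, with 0.15 (SE 0.15, adjusted p = 0.54 from limma, 0.022 to 0.28 with 1 array left out). The call of WRKY53 was lost without control replicate 1 or 2 (highest adjusted p = 0.085), that of ANAC042 without both control replicate 3 and salt replicate 2, and those of WRKY53, ANAC042 and ANAC029 with an unmoderated test.

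**Figure D1:**
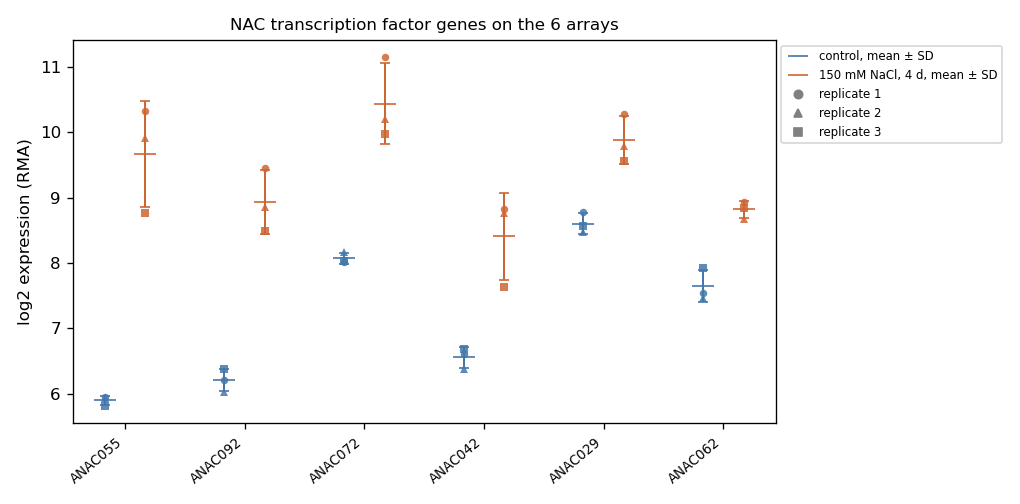
Log2 expression (RMA) of 6 NAC transcription factor genes on the 3 control arrays and the 3 arrays of plants treated with 150 mM NaCl for 4 d. Points are arrays and bars the mean with SD. For each gene the salt arrays all lie above the control arrays, with means of 5.89 and 9.67 for ANAC055 and of 7.65 and 8.82 for ANAC062.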

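With salt, 3 of 4 measured genes of chlorophyll breakdown rose, and part of the measured genes of chlorophyll synthesis and photosynthesis fell. The measured genes were 4 of 13 listed for chlorophyll breakdown and 6 of 18 for chlorophyll synthesis. They were 8 of 41 for the photosystems and light harvesting and 3 of 15 for the Calvin cycle. The results therefore cannot speak for these pathways as a whole. In chlorophyll breakdown, MES16, SGR1 (a stay-green gene) and PPH (pheophytinase) rose by 2.90, 1.34 and 0.88, and NOL, named after its value was seen, had -0.50 (SE 0.19, adjusted p = 0.11 from limma, -0.625 to -0.265 with 1 array left out; 3 higher and 1 lower when adjusted over the list alone). In chlorophyll synthesis, CHLI2, for a subunit of magnesium chelatase, had a log2 fold change of -1.05, CHLM, for a methyltransferase of the pathway, -0.91 and GSA1 -0.46. They were the members that fell out of 6 measured, and none rose (5 lower when adjusted over the list alone). Of 8 measured genes of the photosystems and light harvesting, LHCB4.3 with -1.46, LHCB2.3 with -1.44, PSAN with -0.70 and PSBY with -0.67 fell and none rose (7 lower when adjusted over the list alone). Of 3 measured Calvin cycle genes, SBPASE fell, with -1.12 (SE 0.23, adjusted p = 0.016 from limma; 3 lower when adjusted over the list alone), and PRK with -0.63 (-0.835 to -0.35 with 1 array left out, passing without salt replicate 2) and RCA with -0.26 (passing with median centring) did not pass.

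Median log2 fold changes were 1.11 for chlorophyll breakdown, -0.52 for chlorophyll synthesis, -0.60 for the photosystems and -0.63 for the Calvin cycle. Camera's adjusted p was 0.0066, 0.018, 0.0033 and 0.048, in the same order, and with an estimated correlation the adjusted p = 0.19, 0.33, 0.33 and 0.33. In nitrogen remobilization, LKR/SDH with 3.73, DIN6 with 2.01, GDH2 with 1.48 and GLN1;2 with 0.30 rose out of 5 measured genes, and GDH1 had -0.11 (4 higher when adjusted over the list alone; camera adjusted p = 0.0028, adjusted p = 0.175 with an estimated correlation). Of 15 autophagy genes 4 rose and none fell (5 higher when adjusted over the list alone; camera adjusted p = 9.5e-04, adjusted p = 0.25 with an estimated correlation). ATG8h had the largest change with 2.35, followed by ATG8b with 0.88, ATG8d with 0.58 and ATG8e with 0.42. Of the genes measured, Table S4 alone named 3 of 4 in chlorophyll breakdown, 4 of 5 in nitrogen remobilization and 3 of 15 in autophagy. It named 1 of 8 photosystem genes and 0 in chlorophyll synthesis and the Calvin cycle. In nitrogen remobilization 5 of 16 listed genes were measured, and in autophagy 15 of 24.

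The 25S ribosomal RNA signal was 2.19 higher with salt on the log2 scale and that of 5S had -0.82, and without salt replicate 1 the median was -0.39 for the photosystems and -0.35 for the Calvin cycle, and CHLI2 had -0.68. Without control replicate 1 or 2, LHCB2.3, PSAN, PSBY, CHLI2, CHLM, GSA1, SBPASE, ATG8d, ATG8e and GLN1;2 did not pass (adjusted p up to 0.17), nor did LHCB2.3, PSAN, PSBY, CHLI2, CHLM and GLN1;2 without control replicate 3, LHCB2.3, PSAN, PSBY, ATG8e and GLN1;2 without salt replicate 3, ATG8e and GLN1;2 without salt replicate 1, or GLN1;2 without salt replicate 2. Under quantile normalization LHCB2.3, PSAN and PSBY did not pass, nor did GLN1;2 and ATG8e with median centring or eBayes trend and robust estimation, GLN1;2 with array weights, or DIN6, CHLI2, CHLM and GLN1;2 without both control replicate 3 and salt replicate 2. An unmoderated test ended every call named here in chlorophyll synthesis, the photosystems and the Calvin cycle, among them that of LHCB4.3, and those of DIN6, GLN1;2, ATG8d and ATG8e. PSBY, ATG8e, GLN1;2 and GDH1 are named after their values were seen. The Calvin cycle list did not pass without control replicate 1 (adjusted p = 0.057), control replicate 3 (0.068) or salt replicate 3 (0.065), nor under quantile normalization (0.11), either signal filter (0.080 and 0.086) or with the annotation names alone (0.061). With the replicate number as a block, this list did not pass (camera adjusted p = 0.051), nor did LHCB2.3. The paper infers that long-term salt triggered leaf senescence from lower chlorophyll content and photosynthetic efficiency and from induced senescence marker genes (Fig. 1). It takes the overlap between genes changed by salt and published senescence genes (Fig. 2a) as further support for a state like developmental senescence. That overlap was not counted again, because only part of Table S3 was available.

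**Figure D2:**
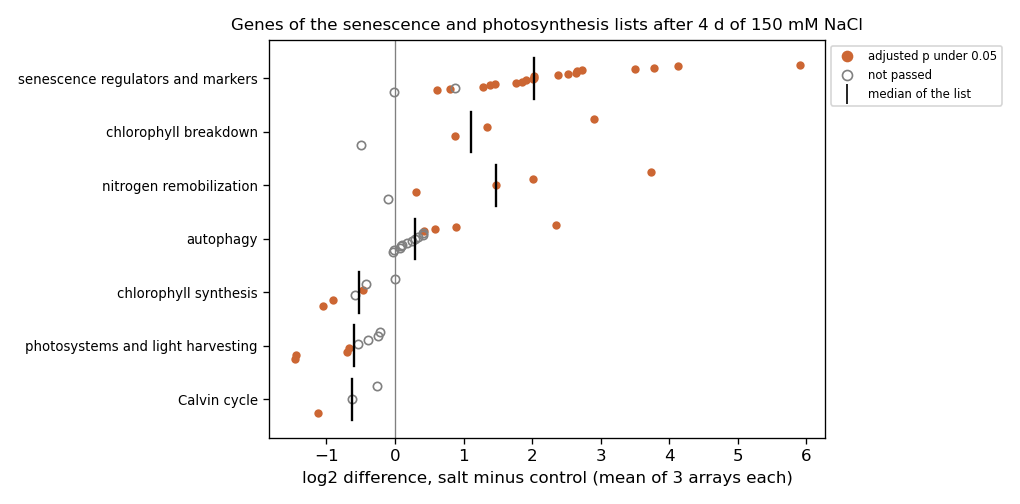
Difference in log2 expression between salt and control plants (means of 3 arrays each) for each measured gene of 7 gene lists. Filled points passed the limma test at an adjusted p under 0.05, open points did not, and vertical lines mark list medians, which run from 2.02 for the senescence list to -0.63 for the Calvin cycle.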

**Fig. 2.**
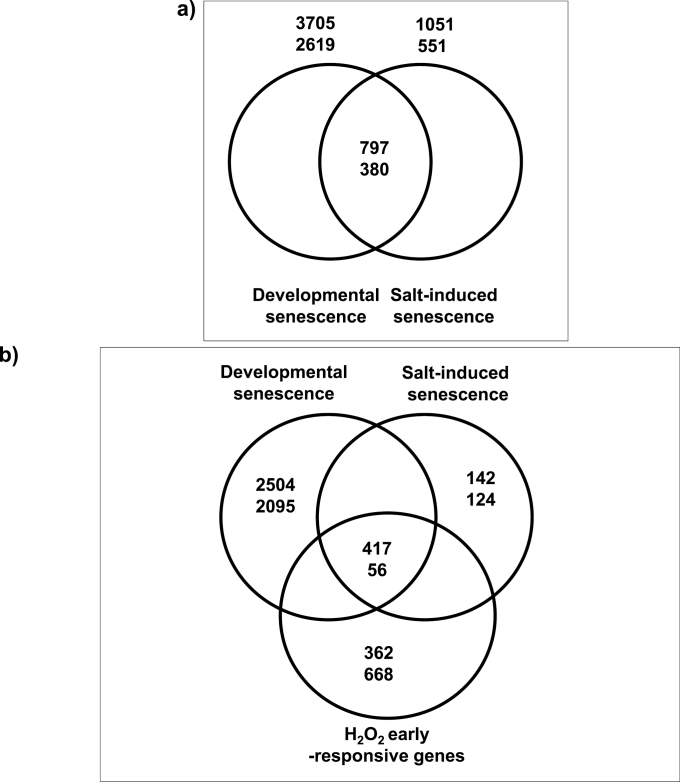
Shared gene expression responses. (a) Venn diagram showing the overlap of genes differentially expressed during developmental and salt-induced senescence. (b) Venn diagram showing the overlap of genes affected during developmental senescence, salt-induced senescence, and upon hydrogen peroxide (H_2_O_2_) treatment. Numbers indicate the number of genes up-regulated (upper values) or down-regulated (lower values) in the different conditions.

However, expression of 266 genes was specifically altered (142 genes up- and 124 genes down-regulated) in salinity-induced senescence (Supplementary Table S2 at *JXB* online). While the down-regulated genes did not exhibit enrichment in any functional category, the up-regulated genes were enriched in those responsive to salt stress (seven genes), water deprivation (five genes), and abscisic acid (ABA) stimulus (six genes) (Supplementary Table S2). 

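Of 10 measured genes that respond to dehydration and ABA (29 were listed), 8 rose and none fell after 4 d of salt (9 higher when adjusted over the list alone), with a median log2 fold change of 2.01. Camera gave an adjusted p of 4.2e-07 for this list, and the adjusted p = 0.196 with an estimated correlation. The dehydrin gene LTI30 rose by 4.22 (SE 0.39, adjusted p = 9.7e-04 from limma), LEA4-5, of the late embryogenesis abundant family, by 3.97 (SE 0.40, adjusted p = 0.0013 from limma), and ADH1, which encodes alcohol dehydrogenase, by 3.80 (SE 0.42, adjusted p = 0.0018 from limma). LEA18, with 1.26 (SE 0.38, adjusted p = 0.052 from limma, 0.81 to 1.66 with 1 array left out), and COR15B, with 0.20 (SE 0.27, adjusted p = 0.64 from limma), did not pass and are named after their values were seen.

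The only measured genes of ABA synthesis and of the clade A protein phosphatases 2C rose as well. They were 1 of 12 and 1 of 9 listed genes, each named only through Table S4. Of 12 listed ABA receptors and kinases 3 were measured, all named only through Table S4. ABA3, needed for the last step of ABA synthesis, rose by 1.05 (SE 0.14, adjusted p = 0.0041 from limma), and HAB1, a clade A protein phosphatase 2C that restrains ABA signalling, by 1.93 (SE 0.17, adjusted p = 8.7e-04 from limma). Among ABA receptors and kinases, the kinase gene OST1 rose by 0.63, and the receptor genes PYL7 with 0.44 (0.092 to 0.72 with 1 array left out, the lowest without salt replicate 1) and PYR1 with -0.13 (-0.22 to -0.04) did not pass (1 higher of 3 when adjusted over the list alone; camera adjusted p = 0.25, adjusted p = 0.33 with an estimated correlation). In proline and raffinose metabolism PRODH2, a proline dehydrogenase gene, rose by 2.34 and OAT, which encodes ornithine aminotransferase, by 1.32. Only 4 of 18 listed genes of this group were measured. GOLS1, with 2.08 (SE 0.63, adjusted p = 0.052 from limma), and RS5, with 0.03 and named after its value was seen, did not pass (3 of 4 higher when adjusted over the list alone; camera adjusted p = 0.0055, adjusted p = 0.175 with an estimated correlation). Only 2 of 18 listed ion transport genes were measured, both named through Table S4. Of these, CHX17 rose by 2.26 and HAK5 had 0.19 (SE 0.12, adjusted p = 0.30 from limma, 0.07 to 0.28 with 1 array left out).

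These lists were not limited to the genes that the paper found altered in salt-induced senescence alone. GOLS1 passed without control replicate 3, with median centring, either signal filter or array weights, LEA18 passed without salt replicate 1 or 2, with array weights or the annotation names alone, both passed without control replicate 3 and salt replicate 2 together, and with an unmoderated test ABA3 and OST1 did not.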

Common for these three groups are the two *LOW-TEMPERATURE-INDUCED* (*LTI*) genes *LTI65* (identical to *RD29B*) and *LTI78* (*RD29A*) (Nordin *et al.*, 1993; Msanne *et al.*, 2011). The most enriched functional group is ‘lipid transport’, represented by five lipid transfer proteins: one LTP type 3 (AT4G33550), three LTP type 5 (AT2G37870, AT3G22620, and AT1G62790), and one LTP type 4 protein (AT3G53980). LTPs are glycosylphosphatidylinositol (GPI)-anchored membrane proteins involved in fatty acid transport during cuticular wax and suberin synthesis (Borner *et al.*, 2003; Debono *et al*., 2009), and some of them have specific functions during flower and embryo development (Pagnussat *et al.*, 2005; Schmid *et al.*, 2005). 

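All 5 lipid transfer protein genes named in the paper rose after 4 d of salt (5 higher when adjusted over the list alone). AT2G37870 went from a log2 value of 6.81 ± 0.11 (SD, n = 3) to 9.26 ± 0.43 (SD, n = 3), a log2 fold change of 2.45 (SE 0.21, adjusted p = 7.3e-04 from limma). AT3G53980 rose by 1.65 (SE 0.14, adjusted p = 8.2e-04 from limma), AT1G62790 by 1.31 (SE 0.26, adjusted p = 0.015 from limma), AT3G22620 by 1.1 (SE 0.13, adjusted p = 0.0022 from limma) and AT4G33550 by 1.08 (SE 0.14, adjusted p = 0.0036 from limma). Their median was 1.31, and camera gave an adjusted p of 3.9e-05 (adjusted p = 0.19 with an estimated correlation). The study picked these genes on these samples, so their direction is not independent evidence.

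Genes of wax, cutin and suberin synthesis did not pass the test as a group, but only 5 of 30 listed genes were measured. Table S4 alone named 4 of these 5, so the result cannot speak for the pathway. Of 5 measured members CYP86A2, a gene of cutin synthesis, fell by 1.16 (SE 0.19, adjusted p = 0.0073 from limma), and none rose (1 lower when adjusted over the list alone). FAR1, with 0.29 (SE 0.17, adjusted p = 0.26 from limma, 0.10 to 0.41 with 1 array left out), CER4, with -0.25 (SE 0.16, adjusted p = 0.32 from limma, -0.37 to -0.12), ASFT with -0.18 and WSD1 with -0.05 did not pass, the last pair being named after their values were seen. The median was -0.18, with camera's adjusted p at 0.28 (adjusted p = 0.48 with an estimated correlation). The call of AT1G62790 was lost without control replicate 1 or 2 (highest adjusted p = 0.065), and those of AT1G62790 and CYP86A2 were lost with an unmoderated test.

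**Figure D3:**
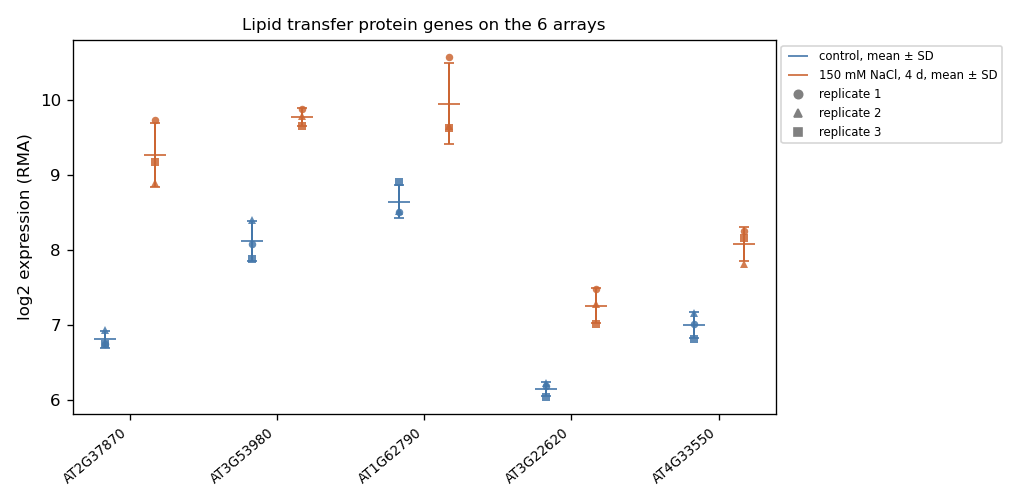
Log2 expression (RMA) of the 5 lipid transfer protein genes on the 3 control arrays and the 3 arrays of plants treated with 150 mM NaCl for 4 d. Points are arrays and bars the mean with SD. For each gene the salt arrays all lie above the control arrays, with means of 6.81 and 9.26 for AT2G37870.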

While none of the LTPs identified in our study has been experimentally characterized, up-regulation of five members of the same gene family indicates regulation of extracellular lipid synthesis during salt-induced senescence. Notably, none of these genes is up-regulated upon short-term (6h) salinity stress (data not shown).

### H_2_O_2_, a potential signalling element in the cross-talk between developmental and salt-triggered senescence

The cellular level of ROS, particularly H_2_O_2_, increases upon salinity stress and when leaves age, suggesting H_2_O_2_ as a potential signalling molecule in both processes (Gomez *et al.*, 2004; Bhattacharjee, 2005; Zimmermann and Zentgraf, 2005; Zimmermann *et al.*, 2006; Rubio *et al.*, 2009; Hanqing *et al.*, 2010; Chen *et al.*, 2012; Bieker *et al.*, 2012). To gain more insight into the possible role of H_2_O_2_ as a cross-talk component of signalling pathways controlling developmental and stress-induced senescence, H_2_O_2_ early-responsive genes were first identified and compared with the senescence transcriptomes. To this end, *Arabidopsis* seedlings were treated with H_2_O_2_ for 1h and 5h, respectively, and subjected to expression profiling using Affymetrix ATH1 arrays. In total, 2228 genes were differentially expressed upon H_2_O_2_ treatment (1214 up and 1014 down) (Supplementary Table S4 at *JXB* online), of which 1030 genes (362 up- and 668 down-regulated) were specifically altered upon H_2_O_2_ treatment, but not during salinity-induced or developmental senescence (Supplementary Table S4). Approximately 40% (473 of 1177) of the genes regulated during both developmental and salt-induced senescence were early H_2_O_2_-responsive (Fig. 2b). Such an extensive overlap further suggests ROS (H_2_O_2_) as a regulator of cross-talk between developmental and salt-induced senescence signalling pathways.

### Identification of regulatory components across experimental conditions

To identify regulatory elements representing cross-talk points between salt-induced and developmental senescence pathways signalled by H_2_O_2,_ the co-expression of genes and the distribution of the CREs in promoters of the genes undergoing significant changes of expression in the three experimental conditions (salt-induced senescence, developmental senescence, and H_2_O_2_ treatment) were explored. A three-step analysis was performed, as outlined in detail below: (i) a set of candidate genes responsive in all three experimental conditions was identified; (ii) putative CREs significantly enriched and common for genes involved in salt-induced senescence, developmental senescence, and oxidative stress responses were identified; and (iii) using correlation analysis, the promoter analysis was then integrated with the co-expression information, highlighting CREs most likely to be responsible for governing the changes in gene expression.

### Gene clustering

Typically, gene clustering is based on distance matrices, such as Euclidean distance or Pearson’s correlation coefficient (Usadel *et al.*, 2009). However, due to the large number of genes and low number of experimental points, a different approach was taken here. Thus, genes were first classified as ‘up-regulated’, ‘down-regulated’, or ‘not affected’ during developmental senescence, salt-induced senescence, or treatment with H_2_O_2_ (1h and/or 5h) and in this way each gene was assigned to one of 26 clusters (Supplementary Table S5 at *JXB* online), each representing one of 26 possible patterns of expression in the three experimental conditions. In the following, a significant change of expression is referred to as gene activation (positive or negative for up- and down-regulation, respectively) in particular experimental set-ups. For example, cluster 14 includes 1704 genes that are positively activated only during developmental senescence, while cluster 26 includes 350 genes positively activated in all three experimental conditions. Importantly, as similarities of gene expression patterns were not looked at specifically, but rather response specificity, each of the 26 clusters includes genes likely to differ remarkably in the timing of the response, its scale, and duration. Thus, as is shown below, within each cluster multiple putative regulatory mechanisms can be identified, responsible for triggering different sets of genes at different times of the response and with different strengths.

To identify CREs potentially involved in H_2_O_2_-mediated salt-induced senescence, only clusters containing genes responsive to all three experimental conditions were selected for promoter motif analysis (clusters 1 and 26).

### Promoter analysis and identification of *cis*-regulatory elements

Sequences of promoters from genes included in clusters 1 (containing 51 genes negatively activated in all three conditions) and 26 (containing 350 genes positively activated in all three conditions) were queried for the presence of CREs using a pipeline of motif search and motif validation tools. To this end, a set of tools available in the MEME Suite (multiple expectation maximization for motif elicitation) (Bailey and Elkan, 1994) and PatMatch (Yan *et al.*, 2005), previously proven successful in multiple similar studies, such as for the prediction of conserved motifs in potato (*Solanum tuberosum* L.) NAC genes (Singh *et al.*, 2013), was used. The analysis pipeline consists of four steps: (i) MEME is used for primary motif search; (ii) TOMTOM defines whether the motif is an already known CRE; (iii) PatMatch determines how many genes in the whole *Arabidopsis* genome contain the motif in the promoter region; and (iv) agriGO reports the functional assignment (Du *et al.*, 2010). Figure 3 shows an example of the identification of a significantly enriched motif (CACGTGT) among the genes exhibiting positive activation in all experimental conditions (cluster 26), which by TOMTOM was identified as an elongated G-box (CACGTG), a bZIP transcription factor recognition site. In parallel, PatMatch detected the presence of the motif in a total of 2140 genes in the *Arabidopsis* genome. Subsequently, to validate the result, all these genes were again used as a query in MEME. Finally, functional analysis by agriGO revealed a significant enrichment of genes containing the motif for multiple stress-related functional categories, including, for example, ‘water deprivation’, ‘abscisic acid stimulus’, and ‘salt stress response’. Note that the functional enrichment analysis is performed on all genes containing the motif of interest, not only those included in the cluster analysed. This is important, since in this way it is shown that the candidate CREs are significantly related to certain gene functions throughout the whole genome and not only within the frame of the identified cluster.

**Fig. 3.**
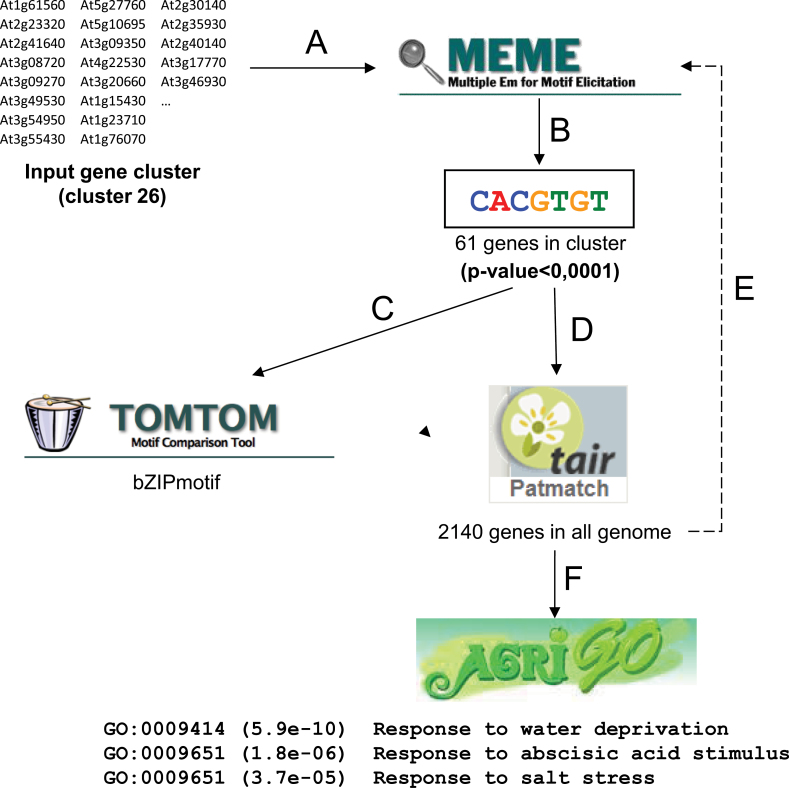
*Cis*-regulatory search pipeline. The analysis pipeline included the following steps. (A) Upstream sequences (500bp) of input genes were retrieved from the TAIR database. (B) MEME Suite was used to identify significantly enriched sequence motifs in the set of queried promoters (here, the CACGTGT motif is given as an example). (C) Candidate motifs were compared with a database of known *cis*-regulatory motifs using TOMTOM. (D) A list of all *Arabidopsis* genes containing the motif was retrieved using PatMatch. (E) This gene set was trimmed to include only those genes that were identified in a repeated MEME analysis. (F) Finally, function enrichment analysis was performed using agriGO. Database logos were taken from the respective web pages.

In total, seven motifs significantly enriched only among genes commonly up-regulated upon H_2_O_2_ treatment, and salt-induced and developmental senescence (genes in cluster 26) were found. These are: CACGTGT, AAGTCAA, ACGCGGT, AGCMGNC, GMCACGT, TCSTYGACG, and CCGCGT (Table 1). Three of them (CCGCGT, CACGTGT, and AAGTCAA) are known CREs present in promoters of stress- and ROS-responsive genes (Ma *et al.*, 2012; Petrov *et al.*, 2012); the remaining four are novel and as yet uncharacterized in terms of biological function. Function enrichment analysis indicated that genes harbouring AAGTCAA, CACGTGT, and GMCACGT in their promoters are associated with specific molecular functions, biological processes, or cellular compartments (see below and Supplementary Table S6 at *JXB* online). The same analysis performed on cluster 1 (51 genes down-regulated in all experimental conditions) resulted in the identification of three conserved motifs; however, none of them exhibited a significant enrichment in the clusters analysed or could be associated with a certain biological function.

**Table 1.** Enrichment of the top seven motifs in genes commonly up-regulated upon H_2_O_2_ treatment, and salt-induced and developmental senescence (genes within cluster 26)

	Genes in cluster with motif	Genes outside cluster with motif	Genes in cluster without motif	Remaining genes in input (5999 genes)	*P*-value
AAGTCAA	87	948	263	4701	1.31E-04
CACGTGT	61	548	289	5101	1.17E-05
TCSTYGACG	9	36	341	5613	0.00096247
CCGCGT	32	227	318	5422	3.64E-05
ACGCGGT	19	70	331	5579	5.78E-07
AGCMGNC	61	592	289	5057	9.82E-05
GMCACGT	67	821	283	4828	0.01322002

### Functional enrichment analysis of candidate *cis*-regulatory elements

The present analysis showed that the CACGTGT bZIP (or ACTG ABRE) CRE is very significantly over-represented among genes up-regulated in response to all applied experimental conditions (61 genes, *P*-value <0.00001, calculated by Fischer’s exact test). Interestingly, 56 of these 61 genes are transcriptionally induced by ABA treatment (Arabidopsis eFP Browser Database and Arabidopsis Hormone Database). Moreover, despite the fact that as many as 2140 *Arabidopsis* genes contain the motif in their promoter sequence (Supplementary Table S7 at *JXB* online), almost all of them are involved in the responses to various abiotic stimuli, including drought stress and ABA treatment. *SAG113*, which encodes a Golgi-localized, highly ABA-induced protein phosphatase 2C (PP2C; Zhang and Gan, 2012), is among the 61 genes containing the CACGTGT motif. *SAG113* is expressed in senescing leaves and its transcript levels are significantly reduced in the *aba2* and *abi4* ABA biosynthesis/signalling mutants. It has been shown that *SAG113* is a direct target gene of the NAC transcription factor AtNAP (also called ANAC029), a key regulator of leaf senescence, and that it is specifically involved in the control of water loss during leaf senescence (Zhang and Gan, 2012). Among the 61 genes containing the CACGTGT motif, nine encode transcription factors, five of which are ABA-induced NAC factors (*ANAC029/AtNAP*, *ANAC055*, *ANAC062*, *ANAC072/RD26*, and *ANAC102*).

GMCACGT is probably an extended version of the bZIP motif, since it encompasses the CACGT sequence. It has been identified with a higher *P*-value than the other motifs (*P*=0.01322) and, genome wide, 3251 genes were found to contain the motif in their promoter sequence (Supplementary Table S7 at *JXB* online). A total of 805 of these genes contain GMCACGTGT, representing a ‘merged’ variant of the above-reported CACGTGT G-box and GMCACGT, while 516 genes contain both of them in their promoters but as separate CREs.

Function enrichment analysis indicated that in addition to the functions identified for the CACGTGT element, GMCACGT is present in a range of genes related to sugar metabolism and protein transport. This finding supports the notion that GMCACGT might have a specific regulatory function, different from that of the G-box element. On the other hand, 805 genes containing the merged GMCACGTGT motif are highly enriched in genes involved in photosynthesis, including genes coding for proteins of the photosynthetic complexes.

Another significantly enriched motif (*P*=0.000131) in cluster 26 is AAGTCAA which was previously identified as a motif over-represented in clusters enriched in singlet oxygen-modulated genes (Petrov *et al.*, 2012). While there are as many as 5344 genes in the *Arabidopsis* genome containing the AAGTCAA motif (Supplementary Table S7 at *JXB* online), the enrichment analysis shows that these genes are associated with specific stress responses and metabolic functions. In contrast to genes containing the bZIP motif, the AAGTCAA motif is related rather to ‘biotic stimulus’, including ‘immune response’, ‘response to chitin’, and ‘programmed cell death’. Moreover, genes related to transmembrane receptor activity and a range of catalytic activities are also over-represented. Compartment-wise, the AAGTCAA motif is highly specific to genes encoding membrane proteins located in the endoplasmic reticulum and plasma membranes.

Another previously characterized motif is CCGCGT. Although in the present analysis no significant functional enrichment was found for the genes containing this CRE in their promoters, it has previously been reported that CCGCG belongs to the conserved DNA motifs (CMs) present in the promoters of the cold-responsive transcription factor genes *CBF2* and *ZAT12* (Vogel, 2005; Doherty *et al.*, 2009). The present experiments indicate a function for the motif in mediating salt stress-induced senescence and the response to oxidative stress.

The three remaining putative CREs did not exhibit significant enrichment in any functional gene category, which might be due to the fact that they occurred in only a limited number of genes (e.g. TCSTYGACG in only 218, and ACGCGGT in 372 of all *Arabidopsis* genes; Supplementary Table S7 at *JXB* online), or due to the fact that the genes putatively regulated via these CREs are not strictly defined by GO [here only functional categories exhibiting a false discovery rate (FDR) ≤0.05 are reported].

Summarizing, the analysis of the *cis*-elements involved in salt stress-induced senescence, developmental senescence, and the oxidative stress response resulted in the identification of seven *cis-*regulatory motifs, three of which are previously-characterized CREs involved in ROS signalling. Additionally, some of these CREs were found to be present in genes encoding proteins of related physiological functions and subcellular localization.

### Co-expression analysis

In a second step, the question was asked of how many separate regulatory modules are found in cluster 26, defined as sets of genes exhibiting different temporal patterns of expression, and whether these modules are connected to the identified CREs. As initially stated, such an analysis was impossible using the original data set, mainly due to the low number of data points and large number of genes analysed. It was therefore decided to integrate other, publicly available data sets and to support the results with an extensive co-expression analysis. To address this task, an independent set of time series data, including salt stress, oxidative stress, and senescence, was used. For oxidative stress and salt stress responses, NASC arrays were used (experiments 143 and 140 from the AtGenExpress consortium), that include a 24h microarray time series experiment where samples were taken at 0.5, 1, 3, 6, 12, and 24h after treatment with salt (150mM NaCl) or 10 μM methyl viologen (paraquat) to induce oxidative stress (Kilian *et al.*, 2007). The senescence time series data were taken from Breeze *et al.* (2011) and included samples collected over 11 d of developmental leaf senescence (Supplementary Table S8 at *JXB* online). Although growth conditions and treatments in the time series experiments were different from those in the present experiment, as many as 85% of the genes identified as differentially expressed in the original data sets exhibit similar changes in the time series experiments (the same sign of the change and a *P*-value ≤0.01). The remaining 15% of the genes exhibited changes which were noisy and mostly of low magnitude in the time series experiments, and thus could not be classified statistically. This result shows that the response specificity in the time series experiments adequately resembles the present data despite the fact that, for example, methyl viologen instead of H_2_O_2_ was used to induce oxidative stress. The data were therefore used to reconstruct three co-expression networks (one each for developmental senescence, salinity-induced senescence, and oxidative stress) of 350 genes up-regulated in all three conditions (from cluster 26). Using a correlation coefficient threshold of 0.6, an intersection network was identified. In this network, nodes represent 350 genes of cluster 26. Each pair of nodes is connected with an edge, if the correlation coefficient between two genes exceeds 0.6 in all three experimental conditions. In the intersection network, communities were identified using a fast greedy search algorithm (Clauset *et al.*, 2004). Community, in the context of network analysis, is defined as a group of nodes that are more densely connected internally than with the rest of the network. Thus, in the present gene correlation network, communities correspond to regulatory modules: groups of tightly co-expressed genes, probably being co-regulated by the same transcriptional regulators (Segal *et al.*, 2003). Figure 4 shows a network representation of cluster 26. Seven regulatory modules containing more than five genes each were identified within the network by the community search algorithm (Supplementary Table S9 at *JXB* online).

**Fig. 4.**
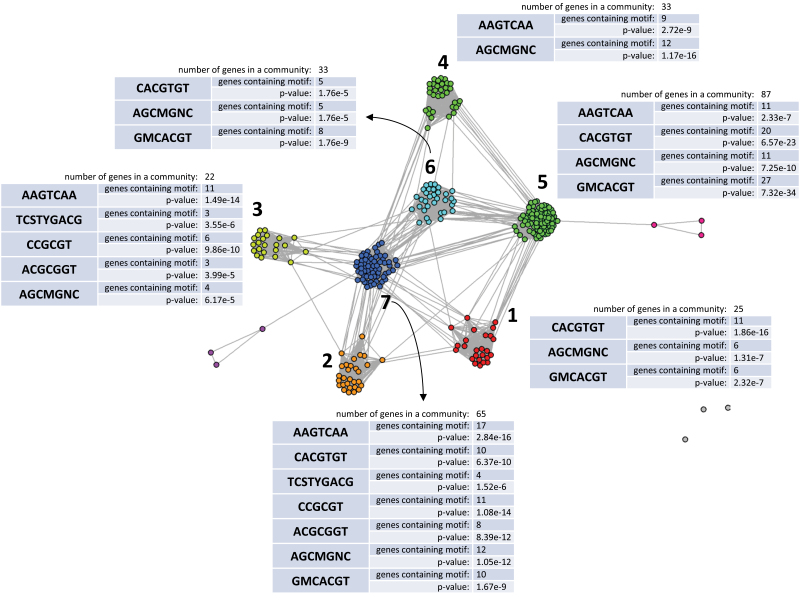
Network representation of the correlation structure of genes responsive to long-term moderate salt stress, oxidative stress, and affected during developmental senescence. All network communities are colour-coded; for communities containing more than five genes (1–7), the CREs enriched in the gene’s promoters (with a *P*-value cut-off of 0.0001) are listed.

Remarkably, genes connected by an edge in this network tend to share one or more of the selected candidate CREs, with a frequency well beyond that expected by chance (*P*-value estimated by a permutation test <0.001). Comparison of the gene co-expression with the distribution of the candidate CREs in the cluster 26 genes indicated that certain CREs are characteristic for certain modules (Table 2). The CACGTGT and GMCACGT motifs are found only in modules 1 and 5–7, and in all of them are very significantly enriched. CCGCGT, ACGCGGT, and TCSTYGACG are specific for modules 3 and 7; AGCMGNC is present in all modules except module 2. Finally, AAGTCAA is distributed between multiple modules, with a significant enrichment in modules 3, 4, 5, and 7. The reciprocal check of the candidate CREs was done using single modules as a query in MEME CRE, and a positive verification was obtained for all hits except of the least significant (Table 2).

**Table 2.** Analysis of the CRE enrichment presented in network communities The *P*-values shown were estimated by Fisher’s exact test comparing the number of genes identified by MEME as containing the specified CRE in relation to the community size and frequency of the CRE in all gene promoters.

		Community						
		1	2	3	4	5	6	7
AAGTCAA	Genes containing motif	4	4	11	9	11	4	17
	*P*-value	0.000815	0.00145	1.49E-14	2.72E-09	2.33E-07	0.063647	5.54E-14
CACGTGT	Genes containing motif	11	2	2	1	20	5	10
	*P*-value	1.86E-16	0.034632	0.020618	0.286934	6.57E-23	0.001796	1.20E-08
TCSTYGACG	Genes containing motif	1	0	3	0	0	1	4
	*P*-value	0.036911	1	3.55E-06	1	1	0.123278	4.92E-06
CCGCGT	Genes containing motif	0	0	6	3	4	2	11
	*P*-value	1	1	9.86E-10	0.000675	0.001089	0.077927	3.14E-13
ACGCGGT	Genes containing motif	0	0	3	1	1	1	8
	*P*-value	1	1	3.99E-05	0.099643	0.242691	0.242691	9.37E-11
AGCMGNC	Genes containing motif	6	3	4	12	11	5	12
	*P*-value	1.31E-07	0.003029	6.17E-05	1.17E-16	7.25E-10	0.001796	3.89E-11
GMCACGT	Genes containing motif	6	2	0	3	27	8	10
	*P*-value	2.32E-07	0.041106	1	0.005719	7.32E-34	4.59E-06	3.07E-08

## Discussion

Leaf senescence is triggered prematurely by various environmental cues such as, for example, salinity (Volkmar *et al.*, 1998; Munns, 2002; Munné-Bosch and Alegre, 2004). Although several studies have been conducted in the past to profile the transcriptomes of salt-stressed *Arabidopsis* plants and during developmental senescence, to the authors’ knowledge, so far no attempt has been undertaken to identify regulatory components allowing cross-talk between salt-induced and developmental senescence. Table 3 represents a brief summary of *Arabidopsis* salinity stress gene expression profiling experiments reported so far. As indicated, most of the earlier studies were performed under experimental conditions that limited the investigation of leaf senescence induced by salinity. For example, a short duration of salinity stress (a few hours) is a condition in which leaves do not display typical senescence characteristics. Similarly, transcript analyses of whole seedlings including roots are not appropriate to study molecular processes relevant for leaf senescence. In this study, an experimental condition was therefore employed under which salinity stress induces symptoms characteristic for developmental senescence. It was shown that long-term (4 d), moderate (150mM) NaCl treatment of hydroponically grown, 28-day-old *Arabidopsis* plants induces leaf senescence as measured by chlorophyll content, photosynthetic activity, and the expression level of developmental senescence marker genes. Microarray-based expression profiling revealed that 797 out of 1051 salinity-up-regulated genes (~76%), and 380 out of 551 down-regulated genes (~69%) are known SAGs, strongly suggesting that salt-induced senescence and developmental senescence share signalling pathways in *Arabidopsis*. Furthermore, the transcript levels of 138 ROS-responsive genes were up-regulated upon 4 d of NaCl treatment, indicating an elevated accumulation of ROS after long-term salt stress. ROS are proposed as major candidate signalling molecules involved in salt stress signal transduction (Gomez *et al.*, 2004; Munns and Tester, 2008; Rubio *et al.*, 2009; Hanqing *et al.*, 2010; Chen *et al.*, 2012). Although an excess accumulation of cellular ROS which are finally converted to H_2_O_2_ leads to an oxidative burst or cell death, maintaining their appropriate level is critical for mediating the acquisition of tolerance to stress as well as signal transduction of plant growth and development. It has been shown that an increased level of H_2_O_2_ is one of the earliest events in plants during senescence (Bhattacharjee, 2005; Zimmermann *et al.*, 2006). Timing and progression of senescence is tightly regulated through synergistic or antagonistic interactions between various signalling molecules such as sugars, nitrogen, hormones, and ROS. It has been shown that the coordinated interplay between the H_2_O_2_-scavenging enzymes catalase 2 (CAT2) and ascorbate peroxidase 1 (APX1) leads to a distinct increase in H_2_O_2_ at the time plants start to bolt and enter senescence (Ye *et al.*, 2000; Zimmermann *et al.*, 2006). Various delayed or accelerated leaf senescence mutants (such as *ore1*, *ore3*, *ore9*, *jub1*, *vitc*, and *crp5/old1*) exhibit an altered antioxidant status, further suggesting ROS (H_2_O_2_) as promising candidates acting as nodes for the cross-talk between developmental senescence and stress signalling pathways (Woo *et al.*, 2004; Pavet *et al.*, 2005; Jing *et al.*, 2008; Wu *et al.*, 2012). The transition from the response to stress to the induction of senescence may occur as a result of a tight interaction between ROS and hormonal signalling networks, thereby allowing plants to regulate senescence under unfavourable environmental conditions. However, the regulatory role of ROS for the control of stress-induced senescence is currently not particularly clear. The identification of elements regulating SAGs through an involvement of ROS will therefore lead to significant progress in the understanding of stress-induced senescence.

**Table 3.** Summary of *Arabidopsis* salt stress-related gene expression profiling experiments Sample and treatment descriptions together with other relevant experimental parameters are listed.

NaCl concentration	Time points	Plant age	Tissue	Growth condition	Array format	Source	Remarks
200 mM	1, 12 h	10 d	Whole seedlings	Grown on solid medium transferred to liquid medium	Affymetrix whole- genome tiling array	1	High NaCl concentration, roots included
250 mM	2, 10 h	3 weeks	Whole seedlings	Treatment in hydroponic condition	Affymetrix whole- genome tiling array	2	High NaCl concentration, roots included
150 mM	3, 24 h	4 weeks	Plants	Whole plants	25 425, 70-mer oligonucleotide array	3	Short term
250 mM	2 h	2 weeks	Whole seedlings	Hydroponics	~7000 cDNA glass slide microarray	4	High NaCl concentration, roots included, low transcript coverage
100 mM	3, 27 h	4 weeks	Leaves, roots	Hydroponics	~8100 gene oligonucleotide chip	5	Low transcript coverage
250 mM	1, 2, 5, 10, 24 h	3 weeks	Whole plants	Hydroponics	~7000 cDNA glass slide microarray	6	High NaCl concentration, low transcript coverage

Data were taken from the following publications (‘Source’): 1, Zeller *et al.* (2009); 2, Matsui *et al.* (2008); 3, Gong *et al.* (2005); 4, Taji *et al.* (2004); 5, Kreps *et al.* (2002); 6, Seki *et al.* (2002).

All the above facts triggered an interest to study the participation of H_2_O_2_ in integrating regulatory networks of salinity- and age-triggered leaf senescence

Genes whose expression is regulated by a common upstream transcription factor generally exhibit significant co-expression in conditions where the transcription factor is active. This has been shown for multiple regulons, such as those involved in the response to changing environments, nutrient availability, or being active during morphogenesis (Stuart *et al.*, 2003; Ma and Bohnert, 2007). This general characteristic allowed study of the properties of regulatory networks in *A. thaliana* at the genome scale; for example, by integrating data of 963 microarray chips from a wide range of experimental conditions, Mentzen and Wurtele (2008) estimated 998 regulons for *Arabidopsis*, ranging in size from one to 1623 genes. More importantly, however, besides giving a general overview of the regulatory network organization, the co-expression analysis was successfully applied to uncover regulatory modules having specific molecular functions. Examples include the co-expression analysis of enzymatic genes involved in indole, flavonoid, and phenylpropanoid biosynthetic pathways (Gachon *et al.*, 2005), the identification of new genes involved in the biosynthesis of cellulose and cell wall components (Brown *et al.*, 2005; Persson *et al.*, 2005), uncovering of a clade of brassinosteroid-related genes (Lisso *et al.*, 2005), and many others (reviewed by Usadel *et al.*, 2009). Co-regulation of multiple genes by a common upstream TF is related to the presence of a common CRE in their promoters (Dare *et al.*, 2008; Spitz and Furlong, 2012; Ma *et al.*, 2013). Therefore, the integration of efficient motif search algorithms (reviewed by Das and Dai, 2007) allowed the successful use of co-expression analysis in revealing the functions of certain transcription factors or regulatory elements. Examples of such approaches include Myb transcription factors regulating glucosinolate metabolism in *Arabidopsis* (Hirai *et al.*, 2007), the identification of targets of the OBP1 transcription factor in drought stress (Vandepoele *et al.*, 2009), the characterization of regulatory networks of WRKY (Berri *et al.*, 2009) and bZIP proteins (Wei *et al.*, 2012), transcriptional regulators involved in phytohormone signal transduction (van Verk *et al*., 2011), and many others (computational methods reviewed by Stifanelli *et al.*, 2013). All these studies showed that a combination of carefully designed co-expression analyses (including proper choice of experiments, data type, and computational strategy) with a potent motif search algorithm is a powerful approach for the identification of new condition-specific regulons and new transcription factor targets. In this study, the transcript profiles of salt-induced senescence, developmental senescence, and H_2_O_2_-treated samples were compared. Clustering of microarray expression profiles for all genes differentially expressed during developmental senescence, salt-induced senescence, and treatment with H_2_O_2_ resulted in 26 possible patterns of expression. Promoter CRE analysis was performed only on clusters containing genes with similar expression behaviour among all three experimental conditions (i.e. clusters 1 and 26). The present data suggest that long-term moderate salt stress, H_2_O_2_ signalling, and senescence trigger a common transcriptional programme, characterized by several tightly co-regulated gene clusters sharing specific CREs (Fig. 5). Co-expression-based analysis of the *cis-*elements involved in the H_2_O_2_ response as well as salt-induced and developmental senescence resulted in the identification of three previously characterized CREs involved in stress signalling (CACGTGT, AAGTCAA, and CCGCGT), indicating the reliability of the computational analysis pipeline. Additionally, four new putative CREs, namely ACGCGGT, AGCMGNC, GMCACGT, and TCSTYGACG, were identified, one of which (GMCACGT) was enriched in promoters of genes involved in specific biological processes (Supplementary Table S6 at *JXB* online), thus probably playing a role in shaping the transcriptional response to the applied conditions. The CACGTGT is an extended CACGTG motif, one of the most common palindromic G-boxes/ABREs (abscisic acid response elements), also known as a bZIP-binding motif (Jakoby *et al.*, 2002; Toledo-Ortiz *et al.*, 2003; Chintalapati and Rajendra, 2004). The bZIP transcription factors interact as dimers with ABREs, which are ACGT-containing ‘G-boxes’ in promoters (Hattori *et al.*, 2002). G-boxes are involved in the response to abiotic stress (anaerobiosis, cold, ultraviolet light irradiation) and hormone signalling, especially ABA (Menkens *et al.*, 1995; Shinozaki and Yamaguchi-Shinozaki, 1997; Gilmour *et al.*, 1998). ABA is a key hormone for the regulation of plant growth, development, and stress adaptation (Davies and Jones, 1991; Giraudat *et al.*, 1994; Finkelstein *et al.*, 2002; Chaves *et al.*, 2009; Ashraf, 2010; Xue-Xuan *et al.*, 2010). ABA is also known as a hormone triggering senescence, and some *Arabidopsis* mutants with deficiencies in ABA biosynthesis or signalling have been reported to exhibit a changed senescence programme (Pourtau *et al.*, 2004; Lim and Nam, 2005; Passioura, 2007; Yang *et al.*, 2011). Various studies suggest interplay between ROS and ABA signalling, implicating ROS as second messengers in ABA signal transduction pathways (Pei *et al.*, 2000; Joo *et al.*, 2001; Murata *et al.*, 2001; Torres *et al*., 2002, 2005; reviewed by Cho *et al.*, 2009). For example, cellular ROS levels are enhanced by ABA treatment in *Arabidopsis* guard cells (Pei *et al.*, 2000). Furthermore, ABA increases H_2_O_2_ levels in maize embryos and seedlings, and in *Vicia faba* guard cells, a process that precedes stomatal closure (Guan *et al.*, 2000; Zhang *et al.*, 2001; Jiang and Zhang, 2002, 2003). The enrichment of CACGTGT in cluster 26 genes suggests it as a core stress-specific CRE linking salt and oxidative stress responses with senescence. Additionally, one of the new putative CREs, GMCACGT, exhibits a high sequence overlap with the bZIP element. In accordance with the present findings, Petrov *et al.* (2012) recently reported the G-box/ABRE-containing element GACACGTG to be over-represented in promoters of genes responding to more than one type of ROS (singlet oxygen-up-regulated genes, superoxide-up- and down-regulated genes, and H_2_O_2_-down-regulated genes).

**Fig. 5.**
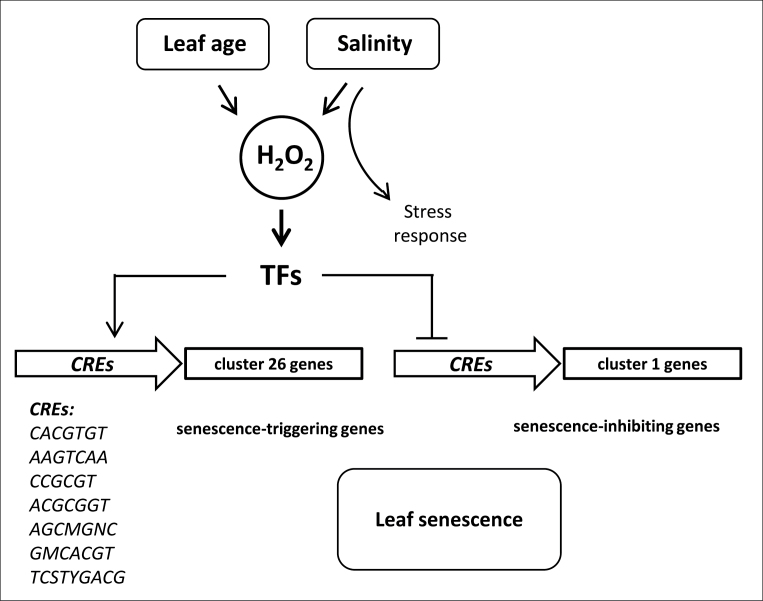
Model for the integration of H_2_O_2_ in developmental and salinity-induced senescence. Hydrogen peroxide (H_2_O_2_) accumulates in leaves during developmental senescence, as reported, for example, by Zimmermann *et al.* (2006). Salinity stress similarly triggers a rise in cellular H_2_O_2_ level. Transcription factors (TFs) responding to an elevated H_2_O_2_ level activate genes included in cluster 26, most probably by binding to *cis*-regulatory elements (CREs) identified here and by Petrov *et al.* (2012). Genes contained in cluster 1 may be down-regulated by TFs through unknown CREs. Salinity may additionally elicit stress responses not directly linked to senescence.

Another previously reported CRE, namely AAGTCAA, was identified by Petrov *et al.* (2012) as being enriched among singlet oxygen-modulated genes, although no further characterization of the CRE was reported. Its relatively high frequency (presence in almost 2000 *Arabidopsis* genes), however, suggests that it plays a role in mediating more general stress signals or that it acts as an enhancer coupled with more specific binding sites. Remarkably, genes containing the bZIP element and AAGTCAA differ significantly in terms of their function. Whereas genes containing different forms of the bZIP element are involved in abiotic stress responses and signalling, the AAGTCAA element is found in genes involved in biotic stress defence and a range of metabolic processes. Additionally, the extended bZIP element GMCACGTGT appears to be present in genes encoding photosynthesis-related proteins. Thus, an emerging picture of gene expression regulation in response to salt stress and oxidative stress, and during senescence suggests that at least these two CREs are common for all of these conditions, while the other five reported might have auxiliary roles.

In summary, the present analysis further supports the model that developmental and salt-triggered senescence share H_2_O_2_ signalling pathways in *Arabidopsis*. In this study, three previously characterized and four novel putative CREs probably involved in the response to H_2_O_2_ treatment and in both types of senescence, and thus representing potential regulatory elements acting at cross-talk points of the three physiological processes, were identified. Six of the seven identified motifs are significantly enriched in genes sharing specific molecular functions. In addition, the highly specific associations of individual motifs with certain functional gene categories reflect a hierarchical and function-specific organization of the transcription regulatory network. Future work should be directed towards understanding the biological relevance of the newly identified motifs *in planta*.

## Supplementary data

Supplementary data are avasilable at *JXB* online.

Table S1. Expression of ROS-responsive genes determined by qRT-PCR.

Table S2. Genes differentially expressed after 4 d of salinity stress.

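Table S2 lists the genes that differed at least 2-fold between the salt and control arrays, with a mean log2 fold change, a spread and a p for each gene. It holds 1051 genes higher and 551 lower with salt. Of its 1602 genes, 1087 had a named probe set here, all of these had the direction of the table, and 1011 passed the limma test. The study chose the genes on these samples, so their direction is not independent evidence. For 1082 of the 1087 genes the fold change in the table lay within 0.02 of the one computed here.

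The table's p for 99.3% of these 1082 genes lay within 0.05 log10 units of an unmoderated equal-variance test on the log2 values, and for 0% of them within that distance of limma's p. In the table 149 genes have a p above 0.05, the largest being 0.567, and the paper's methods give a 2-fold difference as the cut-off. For the same 1082 genes the spread given in the table equals, within 0.01, the SD of the 3 differences between salt and control arrays of the same replicate number with each difference entered 2 times. It is therefore not the spread between arrays of 1 group. With an unmoderated test adjusted over all genes, 394 of the 1087 genes passed.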

Table S3. Comparison of genes differentially expressed during salt-induced senescence, developmental senescence, and upon H_2_O_2_ treatment.

Table S4. Transcripts responsive to 1h and 5h H_2_O_2_ (10mM) treatment.

Table S5. Classification of gene response specificity and number of genes in clusters.

Table S6. Function enrichment analysis of genes containing identified *cis*-regulatory elements.

Table S7. Genes of the *Arabidopsis* genome containing each CRE described in the manuscript.

Table S8. AtGenExpress data sets.

Table S9. Classification of the genes according to their response to individual treatments (gene cluster) and their co-expression with genes belonging to the same cluster (gene community).

Supplementary Data

# Supplementary material for: Salt stress and senescence: identification of cross-talk regulatory components
**Source:** J Exp Bot. 2014 May 6;65(14):3993–4008. doi: 10.1093/jxb/eru173
**Supplement:** Supplementary Data

Salt stress and senescence: identification of cross-talk regulatory components — Salt stress and senescence: identification of cross-talk regulatory components — Supplementary Data 

# Salt stress and senescence: identification of cross-talk regulatory components

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

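Shoots of Col-0 plants grown hydroponically were profiled on Affymetrix ATH1 arrays after 4 d in 150 mM NaCl or in medium without NaCl, with 3 arrays per group. The authors normalized the probe intensities by RMA and deposited log2 expression values, and the methods name Bioconductor, the affy and affyPL packages and limma, without versions. The sample labels list GCRMA beside RMA. The table holds 22810 probe sets, 64 of them control probe sets, and no array other than these 6. The probe intensities were not available, so background correction and summarization were not repeated.

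Probe sets were named through the platform annotation. Of 13513 probe sets with 1 gene, 13436 had their symbol updated through the gene ID with a reference gene table (assembly TAIR10.1, used for names alone), and 77 kept the annotation's name. A further 921 were named through Table S4, where the study pairs probe sets with genes that responded to H2O2, so that these names are not a random part of the array. Of 1072 probe sets with a gene in both sources, 1066 had the same locus in both. The 503 probe sets with several genes and 7809 without a gene were not named. One probe set per gene was used, the one with the highest mean over all 6 arrays, which left 14276 genes.

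Differences are means of salt minus control on the log2 scale. They were tested with limma (lmFit and eBayes, no pairing) with Benjamini-Hochberg adjustment over all genes, at an adjusted p of 0.05. A second criterion was a difference of at least 2-fold, which the paper's methods give. Of 33 gene lists with 590 genes, fixed before the data were examined but after the paper's Table S2 had been read, 27 had at least 3 measured genes and were tested with camera (preset correlation 0.01), with an estimated correlation, and with fry, which tests whether a list's genes move 1 way and does not compare the list with other genes. This minimum was chosen after the data were seen. The lists cover senescence, chlorophyll, photosynthesis, ABA and dehydration, ions, osmolytes, reactive oxygen, glutathione S-transferases, nitrogen, autophagy, hormones, cell walls, lipids, heat shock, phenylpropanoids, glucosinolates, the clock, cell division, tissue markers, reference genes and genes the paper names. Lists of chloroplast-encoded and mitochondrially encoded genes were added after the data were seen.

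The genes named in the text are those the paper names, the 10 largest rises and 10 largest falls among genes that passed with non-overlapping groups, and the 3 members of each list with the largest change among those that passed, filled up with the largest that did not pass where fewer than 3 passed. To these were added the 5 genes of Table S1 whose array and qRT-PCR values lie furthest apart and the 5 genes of Table S2 with the largest spread between same-numbered differences on the probe sets used. This rule was written before the data were examined, with the paper's tables already seen. Other genes are named only to complete a small count or in a result that singles them out, and were chosen after their values were seen.

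Alternatives set beforehand were the replicate number as a block, each array left out, quantile normalization, median centring, filters on probe sets below the 30th and 50th percentile of mean signal, array weights, eBayes with trend and robust estimation, an unmoderated equal-variance test, limma's treat with a minimum of 2-fold, both criteria together, and all probe sets counted. Naming by the platform annotation alone, and leaving out both control replicate 3 and salt replicate 2, were added after the data were seen. All 10 splits of the 6 arrays into 3 and 3 were fitted. The limma step was tested on simulated data for salt against control over 14276 genes. It recovered 75% of 100 genes changed by a log2 value of 1 and 98% of 100 genes changed by 2, with 0 in the wrong direction and 11 unchanged genes called. The simulated noise was independent between genes and had the same spread in both groups, and no other genes were changed. Its rates therefore need not hold for the real arrays, where salt arrays correlated less with each other than control arrays did.

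Array data carry no counts, so no depth is given, and the number of arrays limits the precision. The motif analysis was not run because a genome sequence was not used here. The comparison with developmental senescence and H2O2 treatment was not repeated, because those data were not among the files and only parts of Tables S3 and S4 were available. Tools were R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.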

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

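The tests of ribosomal RNA, RNA breakdown, a shared box and the jasmonate list, and the counts over other splits, were chosen after the results were seen. The random lists, the share of genes nearer their own group and both tests of salt replicate 1 were set before their results were seen, though the test of a larger fall was judged unable to decide only afterwards. Ribosomal RNA was first tested on 25S alone, and 5S was added later.

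Transcripts encoded in the chloroplast genome, which the paper does not analyse, were lower with salt. Of 69 such genes 40 fell and none rose by limma (52 lower when adjusted over the list alone), and the median log2 difference was -1.07. Among them psaA had -2.13 (adjusted p = 0.0068), psbK -1.68 (0.0030) and rbcL -1.07 (0.031), while psbA had 0.15 (0.35). Medians over these genes were 9.45, 9.20 and 8.56 on the control arrays and 7.29, 8.26 and 8.29 on the salt arrays, and without salt replicate 1 the median difference was -0.88 with 31 genes lower. Camera gave p = 1.1e-14, and p = 0.196 with an estimated correlation, neither adjusted over lists. This list and that of mitochondrially encoded genes were picked after the values were seen, so their p-values are no independent test. Of 16 mitochondrially encoded genes, which lie near the lowest signals with a median level of 5.37, cox2 rose by 1.79, none fell, and the median difference was -0.048 (camera p = 0.73, and p = 0.85 with an estimated correlation).

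Less capture of RNA without a poly(A) tail in the salt samples cannot be told apart, because 2 other RNAs that lack one went opposite ways, 25S ribosomal RNA being 2.19 higher on all salt arrays and 5S ribosomal RNA having -0.82 with overlapping groups. The rise of 25S is not analysed in the paper. A shift with signal level left by the normalization is argued against by 10000 random lists of 69 nuclear genes of matched level, of which 0% had a median as low (random medians -0.30 to 0.18). Breakdown of RNA cannot be told apart either, because the 3′ to 5′ gap was wider with salt for actin (by 0.31) and narrower for GAPDH (-0.18). A response of chloroplast transcripts to salt stays open beside both as a hypothesis.

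On 19 probe sets, control replicate 3 and salt replicate 2 both stood more than 1 log2 unit above the other arrays of their groups, where 0.13 would be expected from the 50 and 60 probe sets that stood out on each array, and the other 8 pairings of arrays gave 0 to 5. The 14 named genes include JAZ10, a repressor of jasmonate signalling, TPS04, a terpene synthase gene, GSTU6, AT1G76640, MDAR3, JAL23 and GOLS1. JAZ10 had 11.02 on control replicate 3 and 12.28 on salt replicate 2, and between 6.67 and 8.56 on the other arrays.

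A swap of these arrays' labels is argued against by correlations chosen after the data were seen, the lowest with their own group being 0.983 and the highest with the other group 0.970. The share of called genes nearer their own group on both arrays was 71.5%, short of the 90% set beforehand, with 1.4% nearer the other group on both. Of the other measured genes of the jasmonate list, 0 of 7 stood as high on both arrays, so a rise across the measured list was not seen. Only 8 of 24 listed genes were measured, and JAZ10 itself stood high. A narrower jasmonate response therefore cannot be told apart. A shared growth box or day cannot be told apart, because the correlation of the arrays' deviations over all probe sets, -0.095, could miss an effect on few genes. Apart from the jasmonate list, no biological explanation was tested, since no condition separates these arrays.

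Without salt replicate 1, the genes at least 2-fold lower with salt numbered 215 instead of 383. Of 179 genes that left the count, 96.6% lay below all control arrays on salt replicates 2 and 3 as well (97.2% of 36 genes that left without salt replicate 3 and 60.0% of 5 without salt replicate 2, compared afterwards). These genes were picked because they left the count, which partly fixes that share, so although it passes the 80% set beforehand it cannot tell whether the same genes fell further on that array. A wider scale of that array in both directions cannot be told apart, because its slope on the other salt arrays was 1.24 for genes that were higher and 1.34 for genes that were lower. The difference of 0.101 just exceeds the bound of 0.1 set beforehand, but its bootstrap interval over genes, added afterwards, runs from 0.027 to 0.17 (95%, 2000 draws) and spans that bound, and no biological explanation was tested, since no condition separates the salt arrays.

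For the counts as a whole, the 10 splits of 6 arrays are too few for a share under 0.05. The real split gave 3379 genes past the adjusted p, where the highest of the other splits gave 0, and 1142 genes changed 2-fold, where the highest other gave 291. Of the genes of Table S2 1011 passed, where the highest other split gave 0, and 21 lists passed, where the highest other gave 10. Each other split has control and salt arrays in both groups. A difference between salt and control would there widen the spread within groups and shrink the difference of means, so low counts are built in. The genes of Table S2 were also chosen on the real split. These contrasts are therefore no test against chance.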

How the results depend on the processing

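Counts kept within 1.5 times of the values reported under quantile normalization, median centring, both signal filters, array weights and eBayes with trend and robust estimation. Naming by the platform annotation alone and leaving out both control replicate 3 and salt replicate 2 were chosen after the data were seen. Genes at least 2-fold higher numbered 497 with the annotation names alone, and from 653 to 839 when 1 array was left out. Genes at least 2-fold lower ranged from 215 (without salt replicate 1) to 536 with 1 array left out, and numbered 586 with both arrays left out and 624 over all probe sets. Genes past the adjusted p and higher ranged from 837 (without control replicate 1; 845 without control replicate 2) to 1701 with 1 array left out. They numbered 581 with the unmoderated test, 157 with treat, 704 with both criteria and 2645 over all probe sets. Those lower ranged from 492 (without control replicate 2; 500 without control replicate 1 and 917 without control replicate 3) to 1891, and numbered 333 with the unmoderated test, 4 with treat, 351 with both criteria, 1057 with both arrays left out and 3145 over all probe sets. Of Table S2, 394 genes passed with the unmoderated test. Fewer degrees of freedom in the unmoderated test, stricter criteria, and more probe sets follow from the construction of these alternatives. Leaving out any 1 array costs the same degrees of freedom. Yet 3132 to 3592 genes passed without 1 salt array, 2111 without control replicate 3 and 1337 without control replicate 1 or 2. Control arrays correlated with each other at 0.993 to 0.997 and salt arrays at 0.980 to 0.988. The test pools the spread of both groups, so leaving out an array of the tighter group tends to raise the pooled spread. A call lost without a control array therefore need not mean a smaller difference. How much of the loss this accounts for was not tested. Of 21 lists that passed, 0 passed with an estimated correlation, and with the annotation names alone 8 of 15 lists that could be tested passed. Over the named genes, 1703 of 1881 comparisons with an alternative kept direction and side of the threshold, 142 lost the call and 33 gained it. Differences of genes that had not passed changed sign with 1 array left out, and the cause was not tested. Among genes named by the rule, SAND ranged from -0.17 to 0.0033 (without salt replicate 3), GSTU6 from -0.30 (without salt replicate 2) to 2.32 and JAZ10 from -0.16 (without salt replicate 2) to 2.6. Among genes named after their values were seen, SAG101 ranged from -0.12 to 0.17, RS5 from -0.22 to 0.35, GDH1 from -0.25 to 0.098, COR15B from -0.11 to 0.41 and WSD1 from -0.12 to 0.02. Over the lists, 358 of 413 comparisons were the same, 44 lost the call, 11 gained it and 0 changed direction. With the replicate number as a block, 1398 genes were higher and 1345 lower, and 2638 of the 2743 called were shared with the fit without it. Arrays of the same number had deviations from the group means that correlated at -0.116, 0.082 and -0.095 over all probe sets. Not every array correlated best with its own number, but such values could miss a pairing that acts on few genes. Whether the numbers pair the arrays therefore stays open. In the block fit, of the genes named by the rule, matK, LHCB2.3, FMO1 and UBC21 lost their call and CHS gained one. The Calvin cycle list lost its call (camera adjusted p = 0.051) and the clock list gained one (0.025). The motif results and their alternatives were not run. Signals near the lowest values, as for mitochondrially encoded genes, limit what can be detected.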

Differences from the paper's values

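The log2 fold changes in Table S2 of 3 genes differ from those computed here by more than the table's spread. For AT3G22620 the paper's value is 1.51 ± 0.15 (spread as the table gives it), and the value here was 1.1. For SDRB the paper's value is 1.06 ± 0.14 and the value here 0.74, and for FLA16 the paper's value is -1.09 ± 0.14 and the value here -0.38. The spread of FLA16 in the table is not that of the probe set used here, whose same-numbered differences had an SD of 0.35. None of the alternatives set before the data were examined that could be applied to the probe sets used brought these values within the paper's spread, and with 1 array left out AT3G22620 ranged from 0.99 to 1.22, SDRB from 0.67 to 0.82 and FLA16 from -0.52 to -0.28. When all probe sets were counted, a second probe set of SDRB had 1.06, which matches the paper's value. AT3G22620 and FLA16 each had a single named probe set.

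Other fold changes of Table S2 lay further than 0.02 from the values here but within the table's spread. For AT5G26220 the paper's value is 1.18 and the value here 1.57. For AT3G26590 the paper's value is 1.37 and the value here 1.1, and a second probe set of this gene had 1.37. The table's spread for AT3G26590, 3.49, is likewise not that of the probe set used here, whose same-numbered differences had an SD of 0.17. The numbers of genes changed 2-fold, 759 and 383, are counts of named genes and are set beside the paper's 1051 and 551 only with that limit. All 1087 genes of the table that could be measured had the paper's direction.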

Other observations

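Genes of groups that the paper's text does not single out also differed after 4 d of salt, and no list passed with an estimated correlation. Among measured genes, Table S4 alone named 10 of 12 in glucosinolate synthesis, 10 of 13 heat shock, 7 of 10 phenylpropanoid and 3 of 4 clock genes. It named 5 of 13 expansins and xyloglucan enzymes, 3 of 8 ROS-scavenging enzymes, 6 of 9 root markers and 1 of 3 guard cell markers. Only 8 of 33 listed ROS-scavenging enzymes and 4 of 16 listed clock genes were measured. With an unmoderated test, only GSTU3, GSTU24, GRX480, GR1, GPX6, FLS1, GC1 and MYB122 of the genes called in this section passed. Without both control replicate 3 and salt replicate 2, the calls of RAP2.6, JAZ8, LOX4, JAZ1, JAZ5, ERS2, ARR15, GSTU26, CCA1, UBC21 and AT1G12030 were lost. With the replicate number as a block, the calls of FMO1 and UBC21 were lost, while CHS and the clock list (camera adjusted p = 0.025) passed. In glucosinolate synthesis 8 of 12 measured genes fell and 3 rose (9 lower and 3 higher when adjusted over the list alone), with a median log2 fold change of -1.26. Those that fell included MAM1 with -1.80, MAM3 with -1.79 and BCAT4 with -1.79 (not passed without control replicate 2, adjusted p = 0.056). MYB122 with 1.52, CYP79B2 with 1.01 and MYB51 with 0.85, named after their values were seen, rose, and MYB51 did not pass with any 1 array other than control replicate 3 left out (highest adjusted p = 0.13). Camera's adjusted p for the list was 0.046 (adjusted p = 0.33 with an estimated correlation), and the call was lost without control replicate 3 (0.074) and without salt replicate 1 (0.057), under quantile normalization (0.051), median centring (0.061) and the 30th percentile filter (0.063). Of 9 listed guard cell markers only 3 were measured. These fell, GC1 with -2.34, MYB60 with -1.32 and FAMA with -0.62 (3 lower when adjusted over the list alone; camera adjusted p = 0.0055, adjusted p = 0.23 with an estimated correlation). Of 13 expansins and xyloglucan enzymes, which loosen cell walls, 7 fell, among them XTH31 with -1.99 and XTH8 with -1.5, while EXPA10 rose by 2.36 (9 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.0055, adjusted p = 0.175 with an estimated correlation). Of 10 phenylpropanoid and flavonoid genes FLS1 fell by 1.09 and none rose (4 lower when adjusted over the list alone), and CHS with -1.27 (-1.67 to -0.82 with 1 array left out) and DFR with -0.72 (-0.997 to -0.22) did not pass, although CHS did without salt replicate 2, with median centring, either signal filter or array weights, and without both control replicate 3 and salt replicate 2 (camera adjusted p = 0.011, adjusted p = 0.33 with an estimated correlation, 0.29 with the annotation names alone and 0.088 with the 50th percentile filter).

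Among 25 glutathione S-transferases of the tau class, which take part in detoxification, 14 rose and 4 fell (16 and 5 when adjusted over the list alone), led by GSTU3 with 3.65, GSTU24 with 3.40 and GSTU1 with 3.37. GSTU20 with -1.69, GSTU27 with -1.02, GSTU18 with -0.94 and GSTU26 with -0.93 fell and are named after their values were seen. GSTU18 and GSTU26 did not pass without any 1 of the control arrays, nor GSTU18 without salt replicate 3 (adjusted p up to 0.100). Camera's adjusted p was 2.1e-04 (adjusted p = 0.175 with an estimated correlation), and it was 0.90 with the annotation names alone, since 14 of the 25 genes were named through the H2O2-responsive genes of Table S4. Of 13 heat shock genes 4 rose and none fell (4 higher when adjusted over the list alone), namely HSP70-4 by 1.77, HSP23.5 by 1.68, HSFA2 by 1.62 and HSP17.4, named after its value was seen, by 1.37 (not passed without any 1 of the control arrays, highest adjusted p = 0.058). Camera's adjusted p was 0.0016 (adjusted p = 0.33 with an estimated correlation), it was 0.070 with the annotation names alone, and the median fell from 0.56 to 0.19 without salt replicate 1. Of 8 ROS-scavenging enzymes the glutathione reductase gene GR1 with 1.25 and the glutathione peroxidase gene GPX6 with 1.07 rose, and TAPX, of thylakoid ascorbate peroxidase, fell by 1.44 (2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.075, adjusted p = 0.25 with an estimated correlation). MDAR3, named after its value was seen, had the largest difference of this list with 1.47 but did not pass (SE 1.12, adjusted p = 0.40, 0.43 to 2.51 with 1 array left out). Without both control replicate 3 and salt replicate 2, MDAR3 and the list (adjusted p = 0.048) passed. TAPX did not pass without any 1 of the 3 control arrays (highest adjusted p = 0.083).

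Hormone genes moved in both directions. Most of those measured were named only through Table S4, namely 5 of 6 ethylene, 6 of 8 jasmonate, 9 of 11 salicylic acid and 4 of 6 cytokinin genes. The lists held 19 ethylene, 24 jasmonate, 19 salicylic acid and 17 cytokinin genes. RAP2.6 with 4.35, ACS2 with 3.01, ACS6 with 2.1 and ERS2 with 0.51 were the 4 of 6 ethylene genes that rose (5 higher when adjusted over the list alone; camera adjusted p = 0.0016, adjusted p = 0.29 with an estimated correlation). JAZ8 with 2.00, LOX4 with 1.79, JAZ1 with 1.67 and JAZ5 with 1.08 were the 4 of 8 jasmonate genes that rose (5 higher when adjusted over the list alone; camera adjusted p = 0.0033, adjusted p = 0.23 with an estimated correlation, and 0.051 with the 50th percentile filter). Of 11 salicylic acid genes FMO1 with 2.17, GRX480 with 1.83, PBS3 with 1.68, PR1 with 1.31 and CBP60G with 1.05 rose and none fell (5 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.020, adjusted p = 0.42 with an estimated correlation, 0.093 without control replicate 2 and 0.061 with the 50th percentile filter). CKX4 with -1.24, ARR8 with -0.67, ARR16 with -0.60 and ARR15 with -0.53 were the 4 of 6 cytokinin genes that fell (4 lower when adjusted over the list alone; camera adjusted p = 0.031, adjusted p = 0.23 with an estimated correlation, 0.11 with the 30th percentile filter and 0.055 with array weights). ERS2, JAZ5, PR1, CBP60G and ARR15 are named after their values were seen. RAP2.6 did not pass without control replicate 1, JAZ8 without control replicate 2, FMO1 without control replicate 1, control replicate 2 or salt replicate 3, ARR8 and CBP60G without control replicate 1 or 2, ARR15 without control replicate 2, ERS2 and JAZ5 without any 1 of the control arrays, JAZ5 without salt replicate 2, and ARR16 without any 1 of the control arrays, salt replicate 1 or salt replicate 3 (adjusted p up to 0.14). ERS2 also lost its call under quantile normalization and median centring, and ARR16 with array weights.

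Of 4 clock genes CCA1 rose by 1.03 (1 higher when adjusted over the list alone), a call lost without any 1 of the control arrays (highest adjusted p = 0.066), and RVE1 with 1.24 and ELF4 with 1.04 did not pass. Without salt replicate 1 RVE1 had 0.62 and passed (adjusted p = 0.0038) and ELF4 had 0.36, while ELF4 had 1.62 and passed without salt replicate 3 (adjusted p = 0.046). Camera's adjusted p was 0.057 for the list (adjusted p = 0.27 with an estimated correlation), and the list passed without control replicate 3 (0.049), salt replicate 1 (0.020) or salt replicate 3 (0.035). Of 9 root markers none passed by limma (0 when adjusted over the list alone; camera adjusted p = 0.16, adjusted p = 0.33 with an estimated correlation), PYK10 having the largest difference with -0.80 (adjusted p = 0.057, passing without salt replicate 3, with either signal filter or array weights). At an unadjusted p under 0.05, 5254 of all genes differed, and fry gave the root list an adjusted p of 0.032. The floral marker SEP3 had -0.17 (adjusted p = 0.27, -0.26 to -0.11 with 1 array left out), and no gene of the cell division and the epidermis and vascular lists had a named probe set. Of 3 reference genes UBC21 fell by 0.27 (adjusted p = 0.047, a call lost with any 1 of the 6 arrays left out), TIP41 had 0.10 (0.048 to 0.17 with 1 array left out) and SAND -0.097 (1 lower when adjusted over the list alone; camera adjusted p = 0.56, adjusted p = 0.71 with an estimated correlation).

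Salt samples of the qRT-PCR experiment at 4 d can be set beside the arrays for 157 genes of Table S1. Across these genes, which are not independent replicates, the log2 differences of the paper's qRT-PCR and of the arrays had a Pearson correlation of 0.81 and a Spearman correlation of 0.79. The median was 2.15 in the paper's qRT-PCR and 1.55 on the arrays. The values furthest apart were those of DIR5 (4.86 in the paper, 0.21 on the arrays), AT1G12030 (5.07 and 0.56), AT1G71000 (4.74 and 0.57), AT1G07160 (4.1 and 1.55) and HSP17.6C (3.37 and 0.90). Control means of these 5 genes, 4.09 to 5.24, lie below the 30th percentile of mean signal (5.45). With probe sets whose mean over all arrays is below it left out, the correlation was 0.88 (Spearman 0.86) over 138 genes, among which AT1G12030 and AT1G07160 remain. With 1 array left out AT1G71000 ranged from 0.19 to 0.80 and HSP17.6C from 0.53 to 1.31, HSP17.6C passed without salt replicate 2, alone or with control replicate 3, AT1G07160 passed without salt replicate 3, under quantile normalization, median centring, the 30th percentile filter, array weights and the annotation names alone, and AT1G12030 did not pass without any 1 of the control arrays. The paper's text does not name whether the RNA was the same, and the copy of Table S1 holds 178 genes.

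On the probe sets used, the genes of Table S2 with the largest spread between differences of same-numbered arrays were JAL23 with 1.92 (SE 1.15, adjusted p = 0.28 from limma, 0.96 to 3.147 with 1 array left out), TPS04 with 1.84 (SE 1.3, adjusted p = 0.36, 0.78 to 3.16), AT1G76640 with 1.42 (SE 1.32, adjusted p = 0.49, 0.18 to 2.6), JAZ10 with 1.23 (SE 1.49, adjusted p = 0.61, -0.16 to 2.6) and GSTU6 with 1.17 (SE 1.42, adjusted p = 0.61, -0.30 to 2.32), and their control and salt arrays overlapped. TPS04 passed without both control replicate 3 and salt replicate 2.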
